# Differences in gene expression profiles for subcutaneous adipose, liver, and skeletal muscle tissues between Meishan and Landrace pigs with different backfat thicknesses

**DOI:** 10.1371/journal.pone.0204135

**Published:** 2018-09-21

**Authors:** Misaki Kojima, Ikuyo Nakajima, Aisaku Arakawa, Satoshi Mikawa, Toshimi Matsumoto, Hirohide Uenishi, Yuki Nakamura, Masaaki Taniguchi

## Abstract

Backfat thickness is one of the most important traits of commercially raised pigs. Meishan pigs are renowned for having thicker backfat than Landrace pigs. To examine the genetic factors responsible for the differences, we first produced female crossbred pig lines by mating Landrace (L) × Large White (W) × Duroc (D) females (LWD) with Landrace (L) or Meishan (M) boars (i.e., LWD × L = LWDL for Landrace offspring and LWD × M = LWDM for the Meishan offspring). We confirmed that LWDM pigs indeed had a thicker backfat than LWDL pigs. Next, we performed gene expression microarray analysis in both genetic lines to examine differentially expressed genes (DEGs) in energy metabolism-related tissues, subcutaneous adipose (fat), liver, and *longissimus dorsi* muscle tissues. We analyzed the annotation of DEGs (2-fold cutoff) to functionally categorize them by Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathways. The number of DEGs in muscle tissues of both lines was much less than that in fat and liver tissues, indicating that DEGs in muscle tissues may not contribute much to differences in backfat thickness. In contrast, several genes related to muscle (in fat tissue) and lipid metabolism (in liver tissue) were more upregulated in LWDM pigs than LWDL pigs, indicating that those DEGs might be responsible for differences in backfat thickness. The different genome-wide gene expression profiles in the fat, liver, and muscle tissues between genetic lines can provide useful information for pig breeders.

## Introduction

Genetic improvements in physiological characteristics related to productivity and quality of meat is an economically important subject matter to livestock producers. Backfat thickness is one of the most important traits of pigs grown for commercial market. Therefore, the study of genetic factors regulating the development of subcutaneous adipose tissues has been intensively investigated [1–3]. Thus far, more than 3,600 quantitative trait loci (QTLs) associated with fat-related phenotypes have been reported in pigs [4]. However, information provided by QTLs has not been sufficient for use in breeding programs because hundreds of genes are contained in QTL regions of DNA [5]. The integration of QTL information and associated physiological information, such as regulation of adipocyte differentiation, would be useful for determining responsive genes in QTL regions [6, 7]. In fact, we have investigated genome-wide gene expression profiles during the adipocyte differentiation of a PSPA cell line, derived from a clonal preadipocyte cell line established from porcine subcutaneous tissues [8], using DNA microarray analysis [9]. The study revealed that several differentially expressed genes identified during adipocyte differentiation co-localized to previously detected fat-related QTL regions, which suggests that these genes are candidates for fat-related QTL regions.

Chinese Meishan pigs are fatter than conventional European breeds, particularly in the amount of subcutaneous adipose tissue they possess [10, 11]. Several QTL studies have been conducted using families of Meishan pigs to identify genetic factors determining their backfat thickness and adiposity degree. Further, the responsible QTLs and/or candidate genes for the traits have been reported by several studies [12–18]. Rather than employing the genetic QTL approach, we focused on detecting differences in the cellularity of adipose tissues between the Meishan and Landrace pigs. We observed that compared with Landrace pigs, Meishan pigs have larger adipocytes in subcutaneous adipose tissues; this may explain why Meishan pigs have thicker backfat tissue [19]. Recently, a genome-wide gene expression analysis has been successfully performed using target tissues of pig breeds that widely vary in objective traits; the analysis revealed that genetic factors responsible for those objective traits are related to differences in gene expression profiles [20–24]. However, no differences in gene expression profiles were observed between Meishan and Landrace pigs for any of the examined tissues, including tissue obtained from subcutaneous adipose.

This study aimed to gain a better understanding of genetic factors responsible for differences in backfat thickness between Meishan and Landrace pigs. Therefore, we investigate differences in gene expression profiles between female crossbred pig lines derived from Landrace and Meishan pigs using DNA microarray analysis with tissues important for energy metabolism [25, 26]. We also discuss the physiological significance caused by differentially expressed genes observed in our present study.

## Materials and methods

### Animals

Crossbred female offspring were produced by mating 2 heads of Landrace (L) × Large White (W) × Duroc (D) females (LWD) with one Landrace (L) or Meishan (M) boar (i.e., LWD × L = LWDL for the Landrace offspring and LWD × M = LWDM for the Meishan offspring). The pigs were maintained at the Institute of Livestock and Grassland Science, National Agriculture and Food Research Organization (NARO). They were fed a diet of commercial grain and provided with water *ad libitum*. The pigs were slaughtered between 10:00 and 11:00 am by electrical stunning, followed by exsanguination. The slaughtered pigs were belonged to one of the following three growth stages: 85-day-old fetuses in late pregnancy (6 each of LWDL and LWDM pigs), 12-day-olds in the suckling stage (5 LWDL and 6 LWDM pigs), and 5-month-olds in the fattening stage (8 LWDL and 7 LWDM pigs). The 85-day-old fetuses were sampled after the 12-day- and 5-month-old pigs. Only female fetuses, which were removed from their mothers on gestational day 85, were collected. Backfat thickness was measured at mid-dorsal area, and the average of those measurements was used to define backfat thickness of each pig. Subcutaneous adipose tissue (fat), liver tissue, and *longissimus dorsi* muscle (muscle) tissue were dissected, immediately frozen in liquid nitrogen, and then stored at −80°C until further use. This study was conducted in strict accordance with the guidelines issued by the Institute of Livestock and Grassland Science, NARO for the care and use of laboratory animals. Extensive efforts were made to minimize suffering in the animals used.

### Measurement of serum biochemical components

Blood samples were collected from individual pigs between 10:00 and 11:00 am. After allowing to clot at room temperature, the serum was separated from each blood sample by centrifuging at 1500 *g* for 15 min at 4°C and then stored at −80°C until use. Total cholesterol (TCHO), triglyceride (TG), and glucose levels in the serum were measured at Oriental Yeast Co., LTD (Tokyo, JAPAN) using a 7020 Automatic Analyzer (Hitachi, Tokyo, Japan).

### Measurement of hepatic TG and TCHO content

Hepatic TG and TCHO content were measured at Skylight Biotech (Akita, Japan) using the Folch method [27] with Cholestest TG and Cholestest CHO kits (Sekisui Medical, Tokyo, Japan), respectively. The values were standardized to 1 g of liver weight.

### Expression analysis using pig oligomer DNA microarray

The pig DNA microarray, AGPOA3 (including 43,221 of 60-base oligonucleotide probes) was prepared by Agilent technologies, Inc., CA, USA. For the most appropriate approach for examining genetic factors for differences in backfat thickness, the AGPOA3 was improved from the AGPOA2 used in a previous study [9] by updating the gene sequence information of pig genome Sscrofa10.2 (http://Aug2014.archive.ensembl.Org/Sus_scrofa/Info/Index).

Each tissue was crushed under liquid nitrogen using the CP-100W CRYO-PRESS (Microtec Co. Ltd., Chiba, Japan). Total RNA was extracted from each tissue using the RNeasy Midi Kit (QIAGEN, Hilden, Germany). Total RNA was measured using the NanoDrop1000 Spectrophotometer (Thermo Fisher Scientific, Wilmington, DE. USA) and its quality was evaluated using Agilent RNA 6000 Nano Kit on an Agilent 2100 Bioanalyzer System (Agilent Technologies, Santa Clara, CA. USA). RNA Integrity Number of all RNA samples were >7.0. Each total RNA (400 ng) was used to synthesize cyanine (Cy) 3-labeled complementary RNA (cRNA) using a two-color, QuickAmp Labeling kit (Agilent Technologies). A mixture of equal amounts of total RNA prepared from the liver of two female LWD pigs was used as the internal control. The resulting cRNA was labeled using Cy5. Labeled cRNA was purified using an RNeasy Mini Kit (QIAGEN). A mixture of equal amounts of Cy3- and Cy5-labeled cRNA (850 ng each) was hybridized [using a Gene Expression Hybridization Kit (Agilent Technologies)] to each array in Agilent’s SureHyb Hybridization Chambers at 65°C for 17 h under constant rotation. Each array was washed with Gene Expression Wash Pack (Agilent Technologies). The microarrays were scanned at 5 μm/pixel resolution using an Agilent DNA Microarray Scanner (G2505B). All kits and products were used in accordance with the manufacturer’s instructions.

### Analysis of microarray data

Raw data were processed using Feature Extraction software Version 9.5 (Agilent Technologies) as previously described [9]. Spot data identified by the software as greater than the background were used for additional analyses. The resulting MIAME compliant microarray data were submitted to the NCBI Gene Expression Omnibus database repository (http://www.ncbi.nlm.nih.gov/geo/) under the accession number **GSE97711**.

Gene expression profiles were analyzed with Subio Basic-Plug-in software (Subio Inc., Kagoshima, Japan). Differentially expressed genes (DEGs) between LWDL and LWDM pigs were defined as a >2.0-fold expression difference with a false discovery ratio (FDR) of < 0.05 by the Benjamini-Hochberg procedure [28], as determined using a student’s *t*-test. Functional annotations of DEGs were investigated with the Gene Ontology Biological Process (GOBP) and with the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses using the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7 [29, 30]. Any statistically significant GOBP terms and KEGG pathways (EASE-score, a modified Fisher’s exact *P*-value < 0.01) we found were selected for further analysis.

## Results

### Features of the pig DNA microarray platform AGPOA3

The AGPOA3 consisted of 43,221 probes corresponding to 16,331 human transcripts associated with human Entrez Gene IDs and/or 16,211 DAVID annotations and 180 probes derived from an unknown gene. Therefore, each annotated gene could be covered with about 2.7 probes on the microarray. The 16,211 genes with DAVID annotations for humans were categorized in 12 sub-clusters of GOBP, six molecular functions, and eight cellular components. This indicated that the AGPOA3 microarray covered many functional genes (S1 Fig).

### Physiological characteristics in LWDL and LWDM pigs

Body weight, backfat thickness, and serum and hepatic levels of biological components of the studied pigs are shown in Table 1. At 12 days of age (suckling stage), LWDL pigs were significantly heavier than the LWDM pigs. However, there were no significant differences in body weight between LWDL and LWDM pigs of either the 85-day-old fetuses or 5-month-old (fattening) pigs. LWDL sucklings had significantly thicker backfat than LWDM sucklings; however, the reverse was true for fattening pigs (i.e., the backfat of LWDM fattening pigs was 1.5-fold thicker than that of LWDL fattening pigs). Serum and hepatic TG levels were significantly higher in LWDM pigs than in LWDL sucklings and fattening pigs. In contrast, serum glucose levels were significantly higher in LWDL than in LWDM sucklings and fattening pigs. Serum and hepatic TCHO levels of LWDM sucklings were significantly 2.5-fold and 1.7-fold higher, respectively, than those of LWDL sucklings. There were no significant differences in serum or hepatic TCHO between crossbred pigs at other ages (i.e. fetus or fattening pigs).

**Table 1:** Physiological characteristics in LWDL and LWDM pigs at the age of 85-day-old of fetus, 12-day-old or 5-month-old.

Age	Breed type ^a^	
Measured parameter	LWDL	LWDM
***Fetus*** (85-day-old)	(n = 6)	(n = 6)
Body weight (g)	492.6 ± 87.2	479.5 ± 53.6
Lipid contents in the liver		
TCHO (mg /g tissue)	2.4 ± 0.1	2.3 ± 0.2
TG (mg / g tissue)	2.0 ± 0.5	1.5 ± 0.4
***Suckling*** (12-day-old)	(n = 5)	(n = 6)
Body weight (kg)	4.4 ± 0.3	3.1 ± 0.6**
Backfat (mm)	2.2 ± 0.3	1.2 ± 0.5**
Serum component		
TCHO (mg / dl)	95.0 ± 26.0	239.5 ± 16.9**
TG (mg / dl)	48.2 ± 14.8	92.3 ± 21.9**
GLU (mg / dl)	150.0 ± 17.4	130.3 ± 10.1*
Lipid contents in the liver		
TCHO (mg / g tissue)	3.0 ± 0.5	5.0 ± 0.4**
TG (mg / g tissue)	2.4 ± 0.8	5.1 ± 1.0**
***Fattening*** (5-month-old)	(n = 8)	(n = 7)
Body weight (kg)	82.5 ± 3.8	82.2 ± 6.6
Backfat (mm)	16.1 ± 2.2	25.6 ± 4.8**
Serum component		
TCHO (mg / dl)	85.1 ± 9.0	95.0 ± 13.2
TG (mg / dl)	33.0 ± 8.3	55.7 ± 22.1**
GLU (mg / dl)	94.0 ± 6.7	81.9 ± 3.4**
Lipid contents in the liver		
TCHO (mg / g tissue)	2.1 ± 0.2	2.0 ± 0.2
TG (mg / g tissue)	2.8 ± 0.2	3.7 ± 0.6**

^a^In the columns of breed type, numbers of pigs used in the group are indicated in brackets. Abbreviations: TCHO, total cholesterol; TG, triglyceride; GLU, glucose. Asterisks indicate significant differences between LWDL and LWDM pigs assessed by Student’s *t*-test

*P < 0.05

**P < 0.01.

### Number of DEGs between LWDL and LWDM pigs

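The expression data comprised 102 arrays. Each was hybridized with the Cy3-labeled RNA of 1 animal and the Cy5-labeled RNA of a common control, a pool of sow liver RNA, without exchange of the dyes. Liver and muscle of 85-day-old fetuses were measured in 6 LWDL and 6 LWDM animals. Fat, liver and muscle were measured in 5 LWDL and 6 LWDM sucklings (12-day-old) and in 8 LWDL and 7 LWDM fattening pigs (5-month-old). The values of each array covered 44638 spots as read by Feature Extraction, which had subtracted the background and normalized the dyes. They gave the log10 ratio of Cy5 over Cy3 with the signals and flags of both channels. Between 65.7% and 81.3% of the probes were well above background in the Cy3 channel of an array (median 72.9%). The median Cy3 spot of an array was 2.36 to 5.60 times its local background. The log ratios were turned to log2 of sample over control. Control spots were removed, as were the 0 to 15 probes per array that carried an outlier mark. A probe was tested in a comparison if its Cy3 signal was well above background on every array of at least 1 breed type. LWDL and LWDM were compared within each tissue and age with limma, and a probe was called at a difference of more than 2-fold with a Benjamini-Hochberg adjusted p below 0.05. The arrays lay on 27 slides. In each comparison of fetuses or sucklings, 1 of 3 slides held both breed types, with 2 LWDL and 2 LWDM arrays, so that a fit with the slide as a block rested on those arrays. In the fetal liver 1 of the 2 LWDL arrays was that of replicate 2, which lay apart from its group. In fattening pigs every slide held 1 breed type, with 2 slides for each, so that the slide was fitted as a random block there.
Group means of these arrays were also set beside the ratios in the S1 to S3 Tables. For the liver of sucklings and fattening pigs and the muscle of fetuses and fattening pigs, the ratios were those of all arrays of the comparison, with a median absolute difference of at most 1.21e-06 on the log2 scale. For the fetal liver they were those of 11 of the 12 arrays, without LWDL replicate 2, and the paper gives no reason for leaving it out. Single probes differed from this. AADAT is listed with 3.06 in sucklings and 4.12 in fattening pigs, where the arrays gave 3.36 and 4.18, and CYP4F2 and SLC47A1 differed in the fetal liver. The ratios of sucklings in the S1 Table were those of 11 fat arrays labelled 5-month-old (LWDM replicates 1 to 6 and LWDL replicates 1 to 5). Its ratios of fattening pigs were those of 15 fat arrays, of which 11 were labelled 12-day-old and 4 were labelled 5-month-old. These were 8 LWDL and 7 LWDM arrays, and those labelled 12-day-old were 5 LWDL and 6 LWDM. That comparison thus mixes breed type with age. Fat values are therefore given first by the labels of the arrays and then over the arrays behind the S1 Table, and fetal liver values first over the arrays behind the S2 Table and then over all arrays.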

The number of DEGs between LWDL and LWDM is summarized in Table 2. Approximately 40% of the 43,221 probes on the AGPOA3 microarray qualified as expressed probes in each tissue type. Of those 40%, differentially expressed probes between LWDL and LWDM pigs were approximately 0.5%–2% in fat tissue, 1.3%–2.2% in liver tissue. 

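A probe was counted as expressed in a tissue when its Cy3 signal was well above the local background on every array of at least 1 group of breed type and age. By this rule 32112 probes (74.3% of 43221) were expressed in fat, 33091 (76.6%) in liver and 32101 (74.3%) in muscle. With signal required on every array of the tissue, the counts were 27336 in fat, 25696 in liver and 24665 in muscle. With signal required on at least 1 array, they were 38390, 39626 and 39205, respectively.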

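In the fat of sucklings, 450 of 30636 tested probes were called (211 higher in LWDM and 239 higher in LWDL), or 1.40% of the expressed probes. In the fat of fattening pigs 942 of 30590 were called (540 higher in LWDM and 402 higher in LWDL), or 2.93%. With the arrays behind the S1 Table, 683 probes were called for sucklings (342 higher in LWDM and 341 higher in LWDL) and 213 for fattening pigs (108 higher in LWDM and 105 higher in LWDL). In the fetal liver, 427 probes were called over the 11 arrays behind the S2 Table (209 higher in LWDM and 218 higher in LWDL). With LWDL replicate 2 included 244 were called (132 higher in LWDM and 112 higher in LWDL), or 0.737% of the expressed probes. In the liver of sucklings 500 probes were called (229 higher in LWDM and 271 higher in LWDL), or 1.51%, and in the liver of fattening pigs 704 (353 higher in LWDM and 351 higher in LWDL), or 2.13%. The slide as a block changed the count in the fat of sucklings by the largest factor, to 28 probes.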

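In the muscle of fetuses, 446 of 29582 tested probes were called (199 higher in LWDM and 247 higher in LWDL), or 1.39% of the expressed probes. In the muscle of fattening pigs 427 of 30401 were called (243 higher in LWDM and 184 higher in LWDL), or 1.33%. In the muscle of sucklings limma called 0 of 27937 tested probes, with 793 at an unadjusted p below 0.05. The test named in the methods, Student's test with equal variances, also called 0, with 833 at an unadjusted p below 0.05.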

In muscle, 1.1%–1.7% of probes were differentially expressed in fattening pigs (5-month-old) and fetus (85-day-old), but no differentially expressed probes were observed in suckling (age, 12 days). These differentially expressed probes corresponded to the human Entrez Gene ID. The lists of DEGs with the human Entrez Gene ID in fat, liver, and muscle tissues for LWDL and LWDM pigs are provided in S1–S3 Tables. 

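The probes listed in these tables were looked up among the probes tested here. All 314 tested probes listed for the liver of sucklings, 497 for the liver of fattening pigs, 243 for the muscle of fetuses and 276 for the muscle of fattening pigs were called in the listed direction. For the fetal liver all 266 tested probes were called over the 11 arrays behind the S2 Table, and 144 of 245 (58.8%) over all 12 arrays. In fat, by the labels of the arrays, 38 of 435 tested probes (8.74%) listed for sucklings were called in the listed direction, and 39 of 127 (30.7%) of those listed for fattening pigs. All 448 and 134 tested probes, respectively, were called over the arrays behind the S1 Table. With normexp background correction and loess normalization on the arrays as labelled, the share was between 5.29% and 49.1%.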

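In the muscle of sucklings, limma also called no probe with any 1 of the 11 animals left out. On simulated arrays drawn from the means of these 11, with the spread of each probe moved toward the median, limma recovered 132 of 200 probes changed by 1.5 on the log2 scale. On arrays simulated from the suckling fat it recovered 195. The simulated arrays had independent noise, no array out of place and no exchanged labels. They thus do not give the power behind the real count of 0. A single limma fit over all muscle arrays, which share 1 estimate of the spread, called 34 probes. The LWDL replicate 2 array correlated across probes at 0.141 with the other muscle arrays of sucklings, where the other LWDL arrays were between 0.959 and 0.99. By a score over 73 probes with a breed type difference in fat and liver, 7 of the 11 muscle arrays of sucklings lay on the side of the other breed type. By the labels of the arrays, the fat of fattening pigs had the most calls of the 8 comparisons, and over the arrays behind the S1 and S2 Tables it had the fewest calls after the muscle of sucklings.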

There were no DEGs in muscle tissues of sucklings of both lines, and the fat of 5-month-old pigs of both genetic lines contained lesser DEGs than the other tissues of all stages did. To extract biological significances in DEGs, GOBP and KEGG pathway analyses (*P* < 0.01) were performed for DEGs with human Entrez Gene ID, and Gene Symbols included in the GOBP terms and KEGG pathways are provided in Tables 3–6.

**Table 2:** Summary of differentially expressed gene profiles in the subcutaneous adipose (fat), liver, and *longissimus dorsi* muscle (muscle) tissues between LWDL and LWDM pigs.

Measurement items	Fat		Liver		Muscle	
	LWDM	LWDL	LWDM	LWDL	LWDM	LWDL
**Total number of probes expressed in each tissue**						
	19,942		17,011		19,222	
**Number of over the 2.0-fold higher expressed probes in each breed**						
fetus 85-day-old	na	na	221	213	217	325
12-day-old	342	403	225	219	0	0
5-month-old	107	107	372	381	283	245
**Number of over the 2.0-fold higher expressed genes corresponding to human Entrez Gene ID**						
fetus 85-day-old	na	na	136	135	145	129
12-day-old	224	211	137	145	0	0
5-month-old	73	62	233	215	177	131
**Number of GOBP term (*P* < 0.01) in over the 2-fold higher expressed genes**						
fetus 85-day-old	na	na	2	1	1	2
12-day-old	8	6	3	8	0	0
5-month-old	3	0	4	3	2	0
**Number of KEGG pathway (*P* < 0.01) in over the 2-fold differentially expressed genes**						
fetus 85-day-old	na	na	0	0	0	0
12-day-old	3	1	2	3	0	0
5-month-old	0	0	2	4	1	0

na: not available.

**Table 3:** Annotation profile of the genes with >2.0-fold predominant expression in the subcutaneous adipose tissue (fat) of LWDM and LWDL pigs.

GOBP ID and Term	*P*-Value*^1^	HsGene Symbol
***12-day-old***		
***LWDM***		
GO:0030049 muscle filament sliding	1.13E-08	*MYL2*, *MYL1*, *MYH4*, *ACTA1*, *MYH7*, *TNNT3*, *MYH8*, *TTN*, *TNNI2*
GO:0006936 muscle contraction	4.67E-06	*MYL1*, *MYH4*, *ACTA2*, *ACTA1*, *MYH7*, *CALD1*, *MYH8*, *TMOD2*, *TTN*, *MYLPF*
GO:0006695 cholesterol biosynthetic process	7.74E-05	*INSIG1*, *MVD*, *ACLY*, *HMGCR*, *EBP*, *IDI1*
GO:0060048 cardiac muscle contraction	1.88E-03	*MYL2*, *MYL1*, *MYH7*, *TTN*, *TNNI2*
GO:0003009 skeletal muscle contraction	2.68E-03	*MYH7*, *TNNT3*, *MYH8*, *TNNI2*
GO:0046034 ATP metabolic process	6.14E-03	*MYH4*, *MYH7*, *MYH8*, *HSPA8*
GO:0030239 myofibril assembly	9.81E-03	*MYOZ3*, *TMOD2*, *MYOZ1*
GO:0006941 striated muscle contraction	9.81E-03	*PGAM2*, *MYH7*, *TTN*
***LWDL***		
GO:0019229 regulation of vasoconstriction	1.19E-03	*ADRA2A*, *PER2*, *AGT*, *ADRA1A*
GO:0010863 positive regulation of phospholipase C activity	3.87E-03	*PDGFRA*, *FGF2*, *KIT*
GO:0043552 positive regulation of phosphatidylinositol 3-kinase activity	4.30E-03	*ERBB4*, *PDGFRA*, *FGF2*, *KIT*
GO:0014068 positive regulation of phosphatidylinositol 3-kinase signaling	5.10E-03	*ERBB4*, *AGT*, *PDGFRA*, *KIT*, *PRR5*
GO:0048015 phosphatidylinositol-mediated signaling	5.55E-03	*ERBB4*, *PDGFRA*, *FGF2*, *BTC*, *KIT*, *PRR5*
GO:0014066 regulation of phosphatidylinositol 3-kinase signaling	9.66E-03	*ERBB4*, *PDGFRA*, *FGF2*, *BTC*, *KIT*
***5-month-old***		
***LWDM***		
GO:0060065 uterus development	1.19E-03	*RBP4*, *HOXA10*, *HOXA9*
GO:0009611 response to wounding	1.63E-03	*SLC1A2*, *NRP1*, *SULF2*, *CTGF*
GO:0048706 embryonic skeletal system development	5.46E-03	*RBP4*, *SULF2*, *HOXA9*

*^1^: *P*-value is obtained by Fisher’s exact test.

No GOBP terms were detected in 5 months old LWDL pigs.

**Table 4:** Profile of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway for 2-fold higher expressed genes in the subcutaneous adipose (fat), liver and *longissimus dorsi* muscle (muscle) tissues of LWDM and LWDL pigs.

Tissue	Ages Breeds	KEGG pathway	*P*-value*^1^	HsGene Symbol
Fat^*2^	***12-day-old***			
	***LWDM***	hsa04530:Tight junction	1.75E-04	*MYL2*, *SHROOM3*, *NRAS*, *MYH4*, *MYH7*, *MYH8*, *ACTG1*, *ACTN4*, *GNAI3*, *MYLPF*
		hsa01100:Metabolic pathways	2.52E-03	*PDHB*, *PTGES*, *AGL*, *GPAM*, *LIPG*, *RIMKLA*, *CMPK1*, *HMGCR*, *NAMPT*, *GLCE*, *NT5E*, *INPP4A*, *PON3*, *ADH1C*, *PGAM2*, *ACLY*, *EBP*, *RDH16*, *MMAB*, *PNPLA3*, *MTMR7*, *NDUFC2-KCTD14*, *AMACR*, *CHDH*, *CYCS*, *CSAD*, *MVD*, *PYGM*, *MCCC2*, *IDI1*, *CYP26B1*
		hsa05416:Viral myocarditis	9.72E-03	*CYCS*, *MYH7*, *ACTG1*, *HLA-A*, *HLA-DRB1*
	***LWDL***	hsa00980:Metabolism of xenobiotics by cytochrome P450	6.86E-03	*ALDH3B1*, *GSTM3*, *CBR3*, *GSTK1*, *CYP3A4*
Liver^*2^	***12-day-old***			
	***LWDM***	hsa03320:PPAR signaling pathway	1.92E-04	*LPL*, *ACOX1*, *CPT2*, *CD36*, *FADS2*, *PCK1*
		hsa01100:Metabolic pathways	1.00E-03	*AADAT*, *CYP3A4*, *ACOX1*, *CYP2J2*, *COQ7*, *PCK1*, *MCCC2*, *G6PC*, *PANK3*, *GANC*, *HMGCS2*, *ENO2*, *CYP4F3*, *UGT8*, *CYP4F2*, *RDH16*, *IDI1*, *ATP6V0A4*, *OAT*, *PON3*, *AOC3*
	***LWDL***	hsa00900:Terpenoid backbone biosynthesis	2.45E-06	*MVD*, *HMGCR*, *FDPS*, *HMGCS1*, *ACAT2*, *IDI1*
		hsa00100:Steroid biosynthesis	4.63E-05	*EBP*, *MSMO1*, *SQLE*, *CYP51A1*, *FDFT1*
		hsa01130:Biosynthesis of antibiotics	3.23E-04	*MSMO1*, *MVD*, *SQLE*, *HMGCR*, *CYP51A1*, *FDPS*, *HMGCS1*, *ACAT2*, *IDI1*, *FDFT1*
	***5-month-old***			
	***LWDM***	hsa01100:Metabolic pathways	1.20E-03	*UQCRC2*, *ACOX1*, *ACADSB*, *CYP2J2*, *ALG8*, *ATP6V1B1*, *CKB*, *MCCC2*, *CSAD*, *DHODH*, *FASN*, *UGT8*, *ACSL4*, *MTMR7*, *B4GALT4*, *AADAT*, *ACSM2A*, *ACMSD*, *AK7*, *PNPLA3*, *CTH*, *PANK3*, *GCK*, *CYP4F3*, *GPT*, *ALOX5*, *CYP4F2*, *RDH16*, *OAT*, *PON3*, *MPST*, *PRODH*
		hsa01212:Fatty acid metabolism	5.29E-03	*ACOX1*, *ACADSB*, *SCD*, *FASN*, *ACSL4*
	***LWDL***	hsa05204:Chemical carcinogenesis	1.97E-04	*CYP3A4*, *GSTA3*, *GSTM3*, *UGT2B17*, *CYP2C18*, *UGT2A2*, *UGT2A1*
		hsa00982:Drug metabolism–cytochrome P450	7.58E-04	*CYP3A4*, *GSTA3*, *GSTM3*, *UGT2B17*, *UGT2A2*, *UGT2A1*
		hsa00980:Metabolism of xenobiotics by cytochrome P450	1.11E-03	*CYP3A4*, *GSTA3*, *GSTM3*, *UGT2B17*, *UGT2A2*, *UGT2A1*
		hsa00830:Retinol metabolism	5.01E-03	*CYP3A4*, *UGT2B17*, *CYP2C18*, *UGT2A2*, *UGT2A1*
Muscle^*2^	***5-month-old***			
	***LWDM***	hsa00500:Starch and sucrose metabolism	3.10E-03	*PGM1*, *HK2*, *AMY2B*, *AMY2A*

*^1^: *P*-value is obtained by Fisher’s Exact test.

^*2^: The categories not described are the categories where KEGG pathways were not detected.

**Table 5:** Annotation profile of the genes with >2.0-fold predominant expression in the liver tissue of LWDM and LWDL pigs.

GOBP ID and Term	*P*-Value*^1^	HsGene Symbol
***Fetus 85-day-old***		
***LWDM***		
GO:0006690 icosanoid metabolic process	1.38E-03	*CYP2J2*, *CYP4F3*, *CYP4F2*
GO:0019373 epoxygenase P450 pathway	7.19E-03	*CYP2J2*, *CYP2C18*, *CYP4F2*
***LWDL***		
GO:0008584 male gonad development	3.97E-03	*LRRC6*, *TNFSF10*, *BCL2*, *ESR1*, *NR0B1*
***12-day-old***		
***LWDM***		
GO:0006690 icosanoid metabolic process	1.36E-03	*CYP2J2*, *CYP4F3*, *CYP4F2*
GO:0055085 transmembrane transport	1.77E-03	*ABCC9*, *SLC25A25*, *SLC16A6*, *SLC25A23*, *MFSD2A*, *SLC47A1*, *SLC43A1*, *SLC47A2*
GO:0006629 lipid metabolic process	5.21E-03	*CYP3A4*, *LPL*, *ACOX1*, *CD36*, *FADS2*, *RDH16*
***LWDL***		
GO:0006695 cholesterol biosynthetic process	1.69E-13	*EBP*,* MSMO1*,* MVD*,* SQLE*,* HMGCR*, *CYP51A1*,* INSIG1*,* FDPS*,* HMGCS1*, *IDI1*,* FDFT1*
GO:0008299 isoprenoid biosynthetic process	4.33E-08	*MVD*,* HMGCR*,* FDPS*,* HMGCS1*,* IDI1*,* FDFT1*
GO:0008203 cholesterol metabolic process	1.63E-04	*APOL2*,* EBP*,* LDLR*,* SQLE*,* INSIG1*,* SREBF2*
GO:0006629 lipid metabolic process	1.91E-04	*APOL2*,* FAR2*,* LDLR*,* HMGCS1*,* ACSL4*,* AACS*,* ACAT2*,* SREBF2*
GO:0070098 chemokine-mediated signaling pathway	2.05E-03	*CCL2*,* CCR5*,* CCL8*,* CCL19*,* XCR1*
GO:0002250 adaptive immune response	5.35E-03	*PIK3CG*,* CD244*,* SH2D1A*,* THEMIS*,* TAP1*,* EOMES*
GO:0002407 dendritic cell chemotaxis	7.17E-03	*PIK3CG*,* CCR5*,* CCL19*
GO:0006954 inflammatory response	8.18E-03	*PIK3CG*,* CCL2*,* CCR5*,* CCL8*,* CCL19*,* XCR1*,* PLA2G2D*,* IGFBP4*,* CD180*
***5-month-old***		
***LWDM***		
GO:0045926 negative regulation of growth	1.26E-03	*MT1L*, *MT2A*, *MT1E*, *MT1F*
GO:0071294 cellular response to zinc ion	1.26E-03	*MT1L*, *MT2A*, *MT1E*, *MT1F*
GO:0006690 icosanoid metabolic process	3.52E-03	*CYP2J2*, *CYP4F3*, *CYP4F2*
GO:0055114 oxidation-reduction process	3.54E-03	*STEAP3*, *CYP2J2*, *SCD*, *CYB5B*, *SESN3*, *FMO3*, *MIOX*, *DHODH*, *FASN*, *CHM*, *MPO*, *CYP4F3*, *ALOX5*, *CYP4F2*, *RDH16*, *PRODH*
***LWDL***		
GO:0006954 inflammatory response	1.56E-04	*LY75*, *CIITA*, *C5*, *CRP*, *CCL19*, *CCL8*, *IL34*, *CD180*, *CCL26*, *SCN9A*, *CLEC7A*, *PTX3*, *PLA2G2D*, *AOC3*
GO:0010634 positive regulation of epithelial cell migration	4.67E-03	*JUN*, *VIL1*, *ITGA2*, *CLASP1*
GO:0007155 cell adhesion	8.10E-03	*AMBN*, *CD34*, *MPDZ*, *COL6A5*, *CNTNAP2*, *ITGA2*, *COL8A1*, *PCDH17*, *ITGBL1*, *EPHA3*, *CDH6*, *AOC3*

*^1^: *P*-value is obtained by Fisher’s exact test.

**Table 6:** Annotation profile of the genes with >2.0-fold predominant expression in the skeletal muscle (muscle) tissue of LWDM and LWDL pigs.

GOBP ID and Term	*P*-Value*^1^	HsGene Symbol
***Fetus 85-day-old***		
***LWDM***		
GO:0030199 collagen fibril organization	2.33E-03	*ACAN*,* LOX*,* ADAMTS3*,* GREM1*
***LWDL***		
GO:0042523 positive regulation of tyrosine phosphorylation of Stat5 protein	2.14E-04	*ERBB4*,* PECAM1*,* KIT*,* GHR*
GO:0008283 cell proliferation	1.12E-03	*EPS15*,* AMBN*,* EPS8*,* CDC14A*,* ERBB4*,* NASP*,* BCL2*,* TGFBI*,* IRF2*,* TCF7L2*
***5-month-old***		
***LWDM***		
GO:0002931 response to ischemia	3.31E-03	*RNLS*, *PANX2*, *UCHL1*, *HK2*
GO:0060333 interferon-gamma-mediated signaling pathway	4.01E-03	*HLA-DRB1*, *HLA-A*, *TRIM26*, *OAS1*, *HLA-DQA1*

*^1^: *P*-value is obtained by Fisher’s exact test.

No GOBP terms were detected in 12 days old LWDM and LWDL and 5 months old LWDL pigs.

### Characteristics of DEGs in fat

More GOBP terms were obtained in the fat of LWDM and LWDL sucklings than of fattening pigs (Table 2). 

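The list muscle filament sliding and contraction, of genes that Table 3 gives for the fat of LWDM sucklings, was tested as a fixed list of 16 genes with limma's fry, a two-sided rotation test. The p values were adjusted over 88 tests, of 11 lists in 8 comparisons. The study chose the lists on these samples, so they are not independent evidence. By the labels of the arrays, 13 of 15 tested genes were higher in LWDM, with a median log2 fold change of 0.57 (adjusted p = 0.0684). Adjusted over the list alone 2 genes had a p below 0.05, and over all probes 0 had in limma. Without LWDL replicate 1 the median was 0.73 (adjusted p = 0.0105), and without LWDM replicate 4 it was 0.65 (adjusted p = 0.038). The median of 14 genes was 1.92 over the arrays behind the S1 Table (adjusted p = 0.000685). The mean shift of the list by the labels was 0.53 in the log2 ratio and 2.42 in the Cy3 channel alone. Of the 88 tests, 43 had an adjusted p below 0.05 with fry and 1 with camera and an estimated correlation between genes, which was the inflammatory response list in the liver of fattening pigs (adjusted p = 0.0337). Over 50 probes with higher signal in muscle than in fat and liver, chosen on the 5-month-old arrays, the mean log2 ratio in the fat of sucklings was 2.39 ± 1.76 (SD, n = 5) in LWDL and 4.40 ± 1.82 (SD, n = 6) in LWDM (two-sided exact permutation test, p = 0.102).

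**Figure D1:**
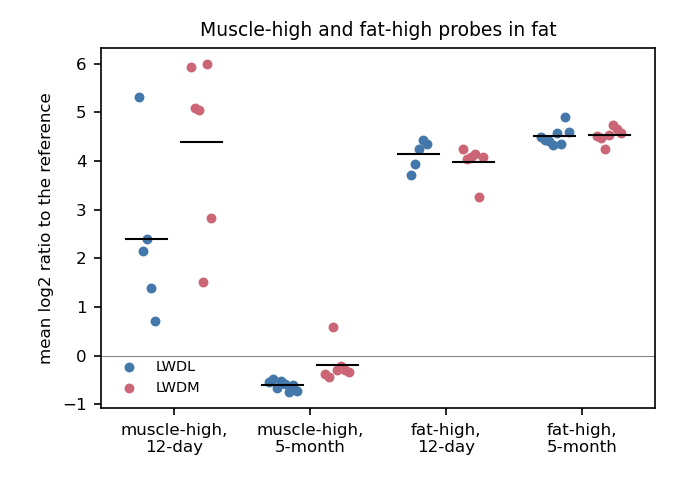
Mean log2 ratio to the reference over 50 muscle-high and 50 fat-high probes in each fat array, by age and breed type, with points for arrays and lines for group means; each probe set was chosen on arrays of the other age. The muscle-high probes of single sucklings ranged from 0.71 to 5.98 and the fat-high probes from 3.25 to 4.43.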

We observed several muscle-related GOBP terms [including “muscle filament sliding” (GO:0030049), “muscle contraction” (GO:0006936), and “tight junction” KEGG pathway (hsa04530)] in LWDM sucklings. 

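Actin gamma 1 (ACTG1) in the fat of sucklings had a mean log2 ratio to the control of 1.92 ± 0.56 (SD, n = 5) in LWDL and 2.12 ± 0.092 (SD, n = 6) in LWDM (log2 fold change 0.20, standard error 0.21, adjusted p = 0.599). Its 2 other tested probes were not called. Myosin light chain 2 (MYL2) had a mean log2 ratio of 3.56 ± 1.13 (SD, n = 5) in LWDL and 5.00 ± 0.18 (SD, n = 6) in LWDM (log2 fold change 1.44, standard error 0.41, adjusted p = 0.0601). Without LWDL replicate 1 the MYL2 difference was 1.84 (adjusted p = 0.0103), which passed both thresholds. ACTG1 had a log2 fold change of 1.40 (adjusted p = 0.00237) over the arrays behind the S1 Table, where MYL2 was not among the tested probes.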

Genes coding for actin isoforms, such as actin gamma 1 (ACTG1), and myosin isoforms, such as myosin light chain 2 (MYL2), were identified in those GOBP terms and/or the KEGG pathway (Tables 3 and 4). Such muscle-related GOBP terms and KEGG pathways were not detected in the fat of fattening LWDM pigs or all stages in LWDL pigs.

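In the fat of fattening pigs by the labels of the arrays, 14 genes of the muscle list of Table 3 had a median log2 fold change of 1.61 (fry, adjusted p = 0.000449). The S1 ratios of sucklings, on which the list was chosen, came from 11 of these arrays, so that this shift is not independent evidence. Whether this shift differed from that in sucklings was not tested. Over 50 muscle-high probes chosen on the 12-day-old arrays, the mean log2 ratio was -0.61 ± 0.096 (SD, n = 8) in LWDL and -0.20 ± 0.35 (SD, n = 7) in LWDM (two-sided exact permutation test, p = 0.000155, the smallest that 8 against 7 can give). LWDM replicate 3 was at 0.59, where the other LWDM pigs were between -0.43 and -0.22. Over the arrays behind the S1 Table for fattening pigs, 13 genes of the list had a median of 0.99 (adjusted p = 0.131).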

We further observed “cholesterol biosynthetic process” (GO:0006695) in the fat of LWDM sucklings. 

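The 6 genes that Table 3 lists under this term had a median log2 fold change of -0.059 and a mean of -0.34 by the labels of the arrays (fry, adjusted p = 0.55). Among them EBP and IDI1 were higher in LWDM, and INSIG1, MVD and ACLY were lower. Adjusted over the list alone 1 gene had a p below 0.05, and over all probes 1. This was ACLY, which was lower in LWDM (log2 fold change -2.03, standard error 0.43, adjusted p = 0.0218). It was named after the values were seen. The list had a median of 1.17 over the arrays behind the S1 Table (adjusted p = 0.00302). In the fat of fattening pigs by the labels it was 1.34 (adjusted p = 0.000487). The S1 ratios of sucklings came from 11 of these arrays, so that this value is not independent evidence.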

A part of the genes including *3-hydroxy-3-methylglutaryl-CoA reductase* (*HMGCR*) in the GOBP term were observed in the “metabolic pathway” (hsa01100) KEGG pathway (Table 4).

Several signaling-related GOBP terms [including“positive regulation of phospholipase C activity” (GO:0010863) and “positive regulation of phosphatidylinositol 3-kinase signaling” (GO:0014086)] were observed in LWDL sucklings but not in LWDM sucklings. The genes, such as *angiotensinogen* (*AGT*), *fibroblast growth factor 2* (*FGF2*), and *platelet-derived growth factor receptor alpha* (*PDGFRA*) were detected in those GOBP terms observed in LWDL sucklings (Table 3).

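The 7 genes of phosphatidylinositol 3-kinase signaling had a median log2 fold change of -0.20 in the fat of sucklings (fry, adjusted p = 0.221), and 6 were lower in LWDM. Without LWDL replicate 5 the median was -0.38 (adjusted p = 0.0318). Adjusted over the list alone 2 genes had a p below 0.05, and over all probes 1 had. This was KIT (log2 fold change -2.38, adjusted p = 0.0115), which was named after the values were seen. AGT had a log2 fold change of -0.40 (adjusted p = 0.533), FGF2 had -0.057 (adjusted p = 0.923) and PDGFRA had -0.0048 (adjusted p = 0.995), with standard errors of 0.36, 0.29 and 0.39, respectively. Over the arrays behind the S1 Table AGT had -1.39 (adjusted p = 0.000795) and FGF2 had -1.12 (adjusted p = 6.48e-05), and PDGFRA was not among the tested probes. The 4 genes of the list tested there had a median of -1.26 (adjusted p = 1.9e-05).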

### Characteristics in DEGs in the liver

We observed several GOBP terms and KEGG pathways related to metabolic processes in the liver of all examined pigs (Tables 4 and 5). 

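Table 5 also lists inflammatory response for the liver of LWDL fattening pigs with 14 genes, of which 11 were tested. All 11 were called lower in LWDM, with log2 fold changes between -1.82 and -1.001 and a median of -1.29 (fry, adjusted p = 2.89e-07). Adjusted over the list alone, as over all probes, 11 had a p below 0.05. The list had a median of -1.10 in sucklings (adjusted p = 0.0301). In fetuses it was -0.47 over the arrays behind the S2 Table (adjusted p = 0.00453) and -0.78 over all 12 arrays (adjusted p = 0.0104).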

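The genes CYP2J2, CYP4F2 and CYP4F3 were measured in the liver at each age. In fetuses, over the 11 arrays behind the S2 Table, CYP2J2 had a log2 fold change of 1.93 (adjusted p = 0.000239), CYP4F2 had 2.44 (adjusted p = 0.0062) and CYP4F3 had 5.08 (adjusted p = 0.00702). The table itself lists 1.32 for this CYP4F2 probe, which these arrays did not give. Over all 12 arrays the values were 1.79 (adjusted p = 0.00191), 1.77 (adjusted p = 0.239) and 4.28 (adjusted p = 0.0685), so that CYP4F2 and CYP4F3 were not called with LWDL replicate 2 included. In a single fit over all liver arrays they were (adjusted p = 0.0289 and 0.00128). On LWDL replicate 2 the log2 ratio of CYP4F3 was 0.11, where the other LWDL fetuses were between -4.85 and -4.58. LWDM replicate 1 was at -4.65, where the other LWDM fetuses were between 1.04 and 1.88. CYP2J2 was well above background on 4 of the 6 LWDL fetal arrays, so that its size in fetuses rests in part on dim values. In sucklings the log2 fold changes were 1.60 (adjusted p = 0.00621), 1.89 (adjusted p = 0.00744) and 3.64 (adjusted p = 0.0114), respectively. None of the 3 was called in sucklings with the slide as a block. With normexp and loess, CYP2J2 was below 2-fold in fetuses (0.78) and in sucklings (0.66). LWDM replicate 2 was low for CYP4F3 in sucklings, at -1.36. In fattening pigs CYP2J2 had 1.56 (adjusted p = 0.0045), CYP4F2 had 1.56 (adjusted p = 0.000924) and CYP4F3 had 3.10 (adjusted p = 0.000141). This CYP2J2 value came from another probe of the gene than the values of fetuses and sucklings. The difference of that probe rose by 2.63 from sucklings (limma interaction, adjusted p = 0.00472) and by 2.62 from fetuses (adjusted p = 0.00308). Both rises were larger than 1.56, so that this probe was not higher in LWDM at the earlier ages. Of the other probes of these genes none was called in fetuses over all 12 arrays (3 for CYP2J2, 1 for CYP4F2 and 4 for CYP4F3). The 1 for CYP4F2 was called at both later ages, 3 for CYP2J2 were not called in sucklings and 3 were called in fattening pigs, and for CYP4F3 1 was called and 3 were not at both later ages. As a list, the 3 genes had a median of 1.56 in fattening pigs (fry, adjusted p = 2.01e-05; camera with an estimated correlation, 0.107).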

In all age of the examined LWDM pigs, we observed the “icosanoid metabolic process” (GO:0006690) expressed by the *Cytochrome P450 (CYP) 2J2*, *CYP4F2* and *CYP4F3* genes (Table 5). Furthermore, “fatty acid metabolism pathway (hsa01212) was identified in fattening (5-month-old) LWDM pigs (Table 4). In this pathway, both fatty acid biosynthesis-related genes [*fatty acid synthase* (*FASN*), *acyl-CoA synthetase long-chain family member 4* (*ACSL4*) and *stearoyl-CoA desaturase* (*SCD*)] and the fatty acid β-oxidation-related genes [*acyl-CoA oxidase 1* (*ACOX1*), *acyl-CoA dehydrogenase* and *short/branched chain* (*ACADSB*)] were identified as upregulated genes in fattening LWDM pigs. Likewise, fatty acid β-oxidation related genes, *carnitine palmitoyltransferase 2* (*CPT2*) and *ACOX* [found in “PPAR signaling pathway” (hsa03320) in Table 4], were also upregulated in sucklings (12-day-old) LWDM pigs.

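In the liver of fattening pigs, FASN had a mean log2 ratio of 0.55 ± 0.70 (SD, n = 8) in LWDL and 1.93 ± 0.39 (SD, n = 7) in LWDM (log2 fold change 1.38, standard error 0.27, adjusted p = 0.00174). ACSL4 had a log2 fold change of 1.64 (adjusted p = 6.85e-07), and SCD had 1.48 (adjusted p = 0.000561). Among the β-oxidation genes, ACADSB had 1.58 (adjusted p = 3.97e-07). Every LWDM pig was above every LWDL pig for ACSL4, SCD and ACADSB. Their other probes, 1 for ACSL4, 4 for SCD and 1 for ACADSB, were also called higher in LWDM. The genes of the term had a median of 1.48 as a list (fry, adjusted p = 1.14e-06; camera with an estimated correlation, 0.104). In sucklings the median was 0.33 (fry, adjusted p = 0.55). The difference in FASN was higher at 5 months than at 12 days by 1.58 (limma interaction, adjusted p = 0.0211). From higher expression of FASN, SCD and ACSL4, with SREBF1 and AADAT, the paper proposes that fatty acid synthesis promotes triglyceride biosynthesis in LWDM pigs and with it thicker backfat.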

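In the liver of sucklings, CPT2 had a mean log2 ratio of -0.95 ± 0.44 (SD, n = 5) in LWDL and 0.12 ± 0.14 (SD, n = 6) in LWDM (log2 fold change 1.07, standard error 0.17, adjusted p = 0.00355). The difference was below 2-fold without LWDL replicate 4 (0.91), in the Cy3 channel alone (0.99) and with the slide as a block (0.71). In a single fit over all liver arrays its adjusted p was 0.0605. Of the 6 genes that Table 4 lists under the PPAR signaling pathway, 5 were tested. They were called higher in LWDM, with a median log2 fold change of 1.42 (fry, adjusted p = 4.98e-05; camera with an estimated correlation, 0.0622).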

The “cholesterol biosynthetic process” (GO0006695) and “terpenoid backbone biosynthesis” (hsa00900) were characteristic of LWDL sucklings, but not of fetuses and fattening pigs (Tables 4 and 5). 

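The 11 genes of the cholesterol term in Table 5 were called lower in LWDM in the liver of sucklings, with log2 fold changes between -4.0 and -1.04 and a median of -2.89 (fry, adjusted p = 0.000449; camera with an estimated correlation, 0.139). In fetuses the median was -0.019 and the mean 0.34 over the arrays behind the S2 Table (adjusted p = 0.828), and -0.055 and 0.32 over all 12 arrays (adjusted p = 0.447). In fattening pigs the median was 0.038 and the mean -0.025 (adjusted p = 0.848). Averaged over the genes, the log2 ratio in sucklings was -0.75 ± 0.98 (SD, n = 5) in LWDL and -3.48 ± 0.087 (SD, n = 6) in LWDM (two-sided exact permutation test, p = 0.00216, the smallest that 5 against 6 can give). In fattening pigs it was 0.61 and 0.56, respectively (p = 0.836 by the same exact test). The change of the breed type difference with age was tested per gene. For CYP51A1 it rose by 3.59 from 12 days to 5 months (limma interaction, adjusted p = 1.41e-07).

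**Figure D2:**
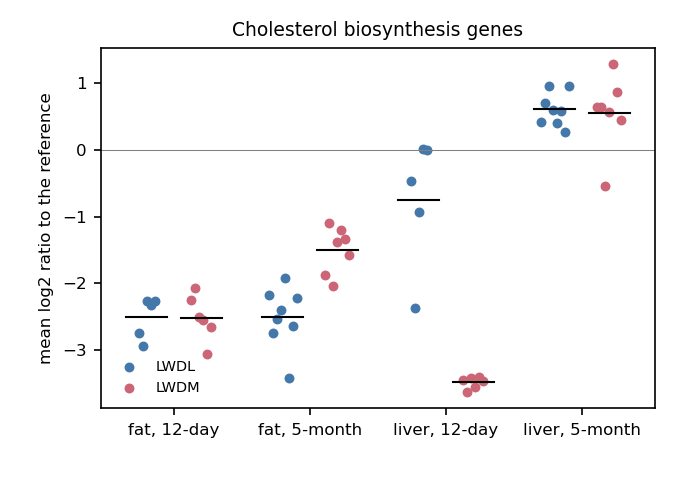
Mean log2 ratio to the reference over the cholesterol genes of Table 5 in each fat and liver array of sucklings and fattening pigs, with points for arrays and lines for group means. In the liver of sucklings all LWDL arrays were above all LWDM arrays.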

A series of cholesterol biosynthesis-related genes, including *mevalonate (diphospho) decarboxylase* (*MVD*), *3-hydroxy-3-methylglutaryl-CoA synthase 1* (*HMGCS1*), *HMGCR*, *farnesyl-diphosphate farnesyltransferase 1* (*FDFT1*), *farnesyl-diphosphate synthase* (*FDPS*), *squalene epoxidase* (*SQLE*), and *CYP51A1*, were extracted from LWDL sucklings. 

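CYP51A1 had a mean log2 ratio of -0.81 ± 1.07 (SD, n = 5) in LWDL and -4.55 ± 0.39 (SD, n = 6) in LWDM in the liver of sucklings (log2 fold change -3.74, standard error 0.41, adjusted p = 0.000289). The log2 fold change was -1.96 (adjusted p = 0.00136) for MVD, -3.47 (adjusted p = 0.00114) for HMGCS1, -1.81 (adjusted p = 0.000483) for FDFT1, -2.48 (adjusted p = 0.00664) for FDPS and -3.14 (adjusted p = 0.000967) for SQLE. Every LWDL animal was above every LWDM animal for each of them. The other tested probes, 1 for HMGCS1, 2 for SQLE and 3 for CYP51A1, were also called lower in LWDM. These 6 genes were called with each animal left out in turn. With the slide as a block none of the 6 was called, with log2 fold changes between -2.77 and -1.36.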

In LWDL fattening pigs, drug metabolism-related terms such as “Chemical carcinogenesis” (hsa05204) and “Drug metabolism–cytochrome P450” (hsa00982) KEGG pathways were characteristic, and a part of the genes (*CYP3A4*, *UGT2B17* and *CYP2C18*) extracted from these KEGG pathways were also extracted to “retinol metabolism” (hsa00830) KEGG pathway (Table 4).

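In the liver of fattening pigs, CYP2C18 had a mean log2 ratio of 1.17 ± 0.51 (SD, n = 8) in LWDL and -1.19 ± 1.02 (SD, n = 7) in LWDM (log2 fold change -2.36, standard error 0.37, adjusted p = 0.00033). CYP3A4 had a log2 fold change of -1.10 (adjusted p = 0.000201), and UGT2B17 had -2.17 (adjusted p = 0.0118). Every LWDL pig was above every LWDM pig for these genes. Of their other tested probes, 3 for CYP2C18, 1 for UGT2B17 and 1 for CYP3A4 were not called, and 1 for CYP3A4 was called lower in LWDM. In a single fit over all liver arrays CYP3A4 was not called (adjusted p = 0.078). The 7 genes listed under drug and retinol metabolism in Table 4 were called, with a median of -1.76 (fry, adjusted p = 2.89e-07; camera with an estimated correlation, 0.0543).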

### Characteristics in DEGs in muscle

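Without a fold threshold, the probes with an adjusted p below 0.05 in muscle were 6329 in fetuses and 9263 in fattening pigs. In liver they were 3930 in fetuses over the arrays behind the S2 Table (1172 over all 12), 2573 in sucklings and 9182 in fattening pigs. In fat they were 1812 in sucklings and 12103 in fattening pigs by the labels of the arrays, and 7718 and 622 over the arrays behind the S1 Table. With 1 animal left out, the count in the fat of sucklings by the labels was between 804 (without LWDM replicate 3) and 3560 (without LWDL replicate 5). With the slide as a block it was 28, with 130 in the liver of sucklings, 137 and 94 in the liver and muscle of fetuses over all arrays, and 9580, 9297 and 5353 in the fat, liver and muscle of fattening pigs. With the fold threshold, muscle had more calls than liver in fetuses over both sets of liver arrays, but fewer than liver over all arrays with normexp and loess (113 and 117), with the slide as a block (64 and 99) and in a single fit over the tissue (311 and 462). In fattening pigs it had fewer calls than liver, and fewer than fat by the labels but more than fat over the arrays behind the S1 Table.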

Fewer DEGs were found in muscle tissue than in fat or liver tissues in all the examined pigs (Table 2). Particularly, no DEGs were observed in any sucklings. 

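In the muscle of fetuses, growth hormone receptor (GHR) had a mean log2 ratio of -1.26 ± 0.64 (SD, n = 6) in LWDL and -2.27 ± 0.29 (SD, n = 6) in LWDM (log2 fold change -1.01, standard error 0.26, adjusted p = 0.0182). It was below 2-fold with normexp and loess (-0.85) and with the slide as a block (-0.31), and in a single fit over all muscle arrays its adjusted p was 0.122. The 4 genes that Table 6 lists under tyrosine phosphorylation of Stat5 were lower in LWDM, with a median log2 fold change of -1.48 (fry, adjusted p = 0.000487; camera with an estimated correlation, 0.107), and 3 were called.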

In LWDL fetuses, *growth hormone receptor* (*GHR*), which included in the “positive regulation of tyrosine phosphorylation of Stat5 protein” (GO:0042523), was upregulated. 

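In the muscle of fattening pigs, HK2 had a mean log2 ratio of 6.06 ± 0.38 (SD, n = 8) in LWDL and 7.40 ± 0.50 (SD, n = 7) in LWDM (log2 fold change 1.34, standard error 0.21, adjusted p = 0.000312). PGM1 had a log2 fold change of 1.11 (adjusted p = 0.000908), AMY2B had 1.01 (adjusted p = 6.34e-06) and AMY2A had 1.02 (adjusted p = 5.55e-06). In a single fit over all muscle arrays none of the 4 was called, with adjusted p between 0.0524 and 0.183, and with normexp and loess PGM1 was just below 2-fold (0.9987). LWDL replicate 4 was low for AMY2B, at 2.90. As a list the genes had a median of 1.07 (fry, adjusted p = 3.63e-07; camera with an estimated correlation, 0.0936).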

In fattening LWDM pigs, a part of glucose metabolism-related gene was extracted to “starch and sucrose metabolism” (hsa00500) (Tables 4 and 6).

## Discussion

Chinese Meishan pigs are widely recognized as being fatter and having thicker backfat than European Landrace pigs [10, 11]. In our investigation of possible genetic factors responsible for these differences between the two genetic lines, we examined differences in gene expression profiles between crossbred Landrace (L) × Large White (W) × Duroc (D) females (LWD) with Landrace (L) or Meishan (M) pigs (LWDL and LWDM, respectively). Fattening (5-month-old) LWDM pigs had thicker backfat than LWDL fattening pigs, confirming that LWDM pigs inherited the trait for backfat thickness from their Meishan and Landrace parents. Because suckling (12-day-old) LWDM pigs had a thinner backfat and lower body weight than LWDL sucklings, we infer that growth is delayed in LWDM pigs compared with LWDL pigs. In contrast to backfat thickness, serum and hepatic TG levels (a marker of adiposity) were higher in both suckling and fattening LWDM pigs than in LWDL pigs of the same age, thus indicating that the trait selecting for adiposity in Meishan and Landrace pigs is inherited by LWDM and LWDL pigs, respectively.

Because backfat thickness was clearly thicker in fattening LWDM pigs than in fattening LWDL pigs, we presume that adipocyte size would also be larger in LWDM pigs owing to the larger amount of lipid accumulating their thicker backfat [19]. 

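The genes of the fatty acid metabolism list of Table 4 had a median log2 fold change of 0.12 and a mean of -0.17 in the fat of sucklings by the labels of the arrays (fry, adjusted p = 0.754), so that the median and the mean differed in sign. In the fat of fattening pigs the median was 0.59 (adjusted p = 0.00139). Over the arrays behind the S1 Table it was 0.49 for sucklings (adjusted p = 0.00467) and 0.20 for fattening pigs with a mean of -0.065 (adjusted p = 0.511).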

Surprisingly, lipid synthesis/metabolism-related GOBP terms and KEGG pathways were not representatively detected in the fat of any LWDM pigs (all ages) examined, even though they are thought to play key roles in fat formation. Instead, we detected several muscle-related terms such as “muscle filament sliding” (GO:0030049), “muscle contraction” (GO:0006936), and “tight junction” (hsa04530), in the fat of LWDM sucklings. However, those terms were not detected in fattening LWDM pigs or in the fat of LWDL pigs (any age). Because G-actin dynamics trigger adipocyte differentiation [31], the genes coding for actin and myosin isoforms, such as *ACTG1* and *MYL2*, respectively, are components of the muscle-related terms detected in LWDM sucklings, and would, if upregulated in the fat of sucklings, be expected to play important roles for the development of adiposity and backfat thickness. Our findings corroborate with those of Vincent et al. [22], who reported that cytoskeleton-related genes are upregulated in the fat of Basque pigs, which have thicker backfat than Large White pigs. In the fat of LWDL sucklings, the *AGT*, *FGF2*, and *PDGFRA* genes were upregulated. Because these genes are reported to affect adipocyte differentiation [32–35], these findings suggest that these upregulated genes, by affecting adipocyte differentiation, might be involved in promoting thinner backfat in LWDL pigs than in LWDM pigs. Recently, the *malic acid enzyme (ME1)* gene has been reported to be a candidate gene for backfat thickness [24], however, we did not detect the *ME1* gene as DEGs in fat tissues.

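By the labels of the arrays, ME1 had a log2 fold change of -0.11 (adjusted p = 0.916) in the fat of sucklings. In fattening pigs its mean log2 ratio was 6.05 ± 0.92 (SD, n = 8) in LWDL and 7.54 ± 0.82 (SD, n = 7) in LWDM (log2 fold change 1.49, standard error 0.41, adjusted p = 0.0104), and it was called. LWDL replicate 6 was at 4.08, where the other LWDL pigs were between 5.59 and 6.93. ME1 had 1.21 (adjusted p = 0.0353) for sucklings and -0.10 (adjusted p = 0.931) for fattening pigs over the arrays behind the S1 Table. Whether the difference changed with age was not shown (limma interaction, 1.61, adjusted p = 0.126).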

In the liver of all examined LWDM pigs (all ages), the *CYP2J2*, *CYP4F2*, and *CYP4F3* genes extracted to “icosanoid metabolic process” (GO:0006690) were upregulated. In the liver of fattening LWDL pigs, the *CYP2C18*, *UGT17B1*, and *CYP3A4* genes extracted to “retinol metabolism” (hsa00830) were upregulated. This observation is consistent with our previous results that those hepatic mRNA levels were higher in Landrace fattening pigs than in Meishan fattening pigs [36, 37]. Furthermore, the gene coding for retinol dehydrogenase 16 (all-trans) (RDH16), an enzyme for retinol metabolism, was upregulated in the liver and fat of suckling and/or fattening LWDM pigs (Table 4). 

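In the liver, RDH16 had a log2 fold change of 1.67 (adjusted p = 0.00399) in sucklings and 1.05 (adjusted p = 2.16e-08) in fattening pigs, and every LWDM animal was above every LWDL animal at both ages. These values came from different probes of the gene, so that they do not show the same probe over 2-fold at both ages. Of 6 other tested probes, 2 were called higher in LWDM at each age and 4 were not called. With the slide as a block the difference in sucklings had an adjusted p of 0.151. That in fattening pigs was just below 2-fold with normexp and loess (0.996), and in a single fit over all liver arrays its adjusted p was 0.136. RDH16 in the fat of sucklings, by yet another probe, had 0.58 (adjusted p = 0.284) by the labels of the arrays. Its 6 other probes were not called, and LWDM replicate 2 was high at -1.89. It had 1.78 (adjusted p = 2.82e-05) over the arrays behind the S1 Table.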

Because retinoic acid, arachidonic acid, and/or their metabolites are known to be agonists for retinoic acid receptors, retinoid X receptors, and/or peroxisome proliferator-activated receptors [38–40], these genes would be partially responsible for differences found in adiposity between LWDL and LWDM pigs (by either producing or eliminating these metabolites).

In the liver of fattening LWDM pigs, fatty acid biosynthesis-related genes [e.g., *FASN*, *SCD*, and *ACSL4* included in “fatty acid metabolism” (hsa01212)] were upregulated. Upregulation of these genes would have been derived from the upregulation of the *sterol regulatory element binding transcription factor 1* (*SREBF1*; S2 Table), which is known to be a key transcriptional factor of lipogenic genes [41]. This observation is supported by our previous study [42], which reported that upregulation of hepatic *SREBF1* mRNA levels occurs in Meishan-derived pigs associated with thick backfat. 

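SREBF1 had a mean log2 ratio of -0.59 ± 0.34 (SD, n = 8) in LWDL and 0.80 ± 0.56 (SD, n = 7) in LWDM in the liver of fattening pigs (log2 fold change 1.39, standard error 0.22, adjusted p = 0.000318). Every LWDM pig was above every LWDL pig, and its other tested probe was also called.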

The *ACSL4* gene has been reported to be a candidate gene for the backfat thickness, because polymorphisms of *ACSL4* are significantly associated with backfat thickness and oleic fatty acid content [18, 43]. 

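AADAT was not well above background on any LWDL array of the liver of sucklings or fattening pigs, so that its fold difference has a lower bound only. With each LWDL array set to at least its lowest signal well above background, after normexp and loess, AADAT was at least 1.47-fold higher in LWDM sucklings and at least 3.35-fold higher in LWDM fattening pigs. Every LWDM animal was above every LWDL animal at both ages, and both differences were called (adjusted p = 6.93e-06 and 7.91e-09). The ratios of LWDL animals were listed at 0 except for replicate 5 of the sucklings (1.01) and replicate 4 of the fattening pigs (0.86). With normexp and loess the log2 fold change of sucklings was 0.65, below 2-fold. In fetuses AADAT was represented by another probe, which was well above background on 1 of 6 LWDL and 4 of 6 LWDM arrays and was not tested. With no filter on dim probes it was called over all 12 arrays (adjusted p = 0.00131), and every LWDM fetus was above every LWDL fetus (two-sided exact permutation test, p = 0.00216). For the probe of the later ages the difference rose by 2.87 from fetuses to sucklings (limma interaction, adjusted p = 1.6e-06), which also rests on dim values. The call in fetuses thus does not extend to that probe.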

The *aminoadipate aminotransferase (AADAT)* gene included in “Metabolic pathway” (hsa01110), involved in producing acetyl-CoA (a precursor for the biosynthesis of fatty acids) from D-lysine [44], was 5~17-fold more highly expressed in all age categories of LWDM pigs (S2 Table). Thus, upregulation of these genes in the liver of LWDM pigs would be expected to promote TG biosynthesis and higher TG contents in both the liver and serum *via* promotion of fatty acid synthesis, which in turn would be expected to promote thicker backfat in LWDM pigs.

Interestingly, the genes involved in the fatty acid β-oxidation process (*ACOX1*, *ACADSB and CPT2*) were also upregulated in the liver of LWDM suckling and fattening pigs. Furthermore, in the liver of LWDM sucklings, the *3-hydroxy-3-methylglutaryl-CoA synthase 2 mitochondrial* (*HMGCS2*), *glucose-6-phosphatase*, *catalytic subunit (G6PC)* and *phosphoenolpyruvate carboxykinase 1* (*PCK1*) genes, coding for rate limiting enzymes for ketone body biosynthesis pathway (*HMGCS2*) and gluconeogenesis (*G6PC* and *PCK1*), were upregulated (Table 4). 

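G6PC had a mean log2 ratio of 0.94 ± 0.60 (SD, n = 5) in LWDL and 2.19 ± 0.27 (SD, n = 6) in LWDM in the liver of sucklings (log2 fold change 1.25, standard error 0.24, adjusted p = 0.00818). PCK1 had a log2 fold change of 1.42 (adjusted p = 0.00414). Every LWDM animal was above every LWDL animal for both genes, and the 5 other probes of G6PC and 3 of PCK1 were also called higher in LWDM. With the slide as a block neither was called (adjusted p = 0.202 for G6PC and 0.173 for PCK1), and in a single fit over all liver arrays PCK1 was not called (adjusted p = 0.0701). From 12 days to 5 months the LWDM minus LWDL difference fell by 2.39 for PCK1 (limma interaction, adjusted p = 0.0228), and the change of G6PC did not pass the threshold (adjusted p = 0.0776).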

In LWDM fattening pigs, the *glucokinase* (*GCK*) gene, coding for a rate limiting enzyme for glycolytic processes, was upregulated in the liver (Table 4), and a part of genes related to “starch and sucrose metabolism” (hsa00500) was upregulated in the muscle. From these findings, we suggest that energy utilization in the liver and muscle differs between LWDM and LWDL pigs, especially in sucklings.

A series of cholesterol biosynthesis-related genes were upregulated in the liver of LWDL sucking pigs, and these findings would be derived by upregulation of the gene coding “*sterol regulatory element binding transcription factor 2*” (*SREBF2*) (Table 5) that is the main transcriptional regulator of cholesterogenic genes [42]. 

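SREBF2 had a mean log2 ratio of 0.58 ± 0.43 (SD, n = 5) in LWDL and -0.88 ± 0.11 (SD, n = 6) in LWDM in the liver of sucklings (log2 fold change -1.46, standard error 0.17, adjusted p = 0.000362), and every LWDL animal was above every LWDM animal. With the slide as a block it was not called (adjusted p = 0.111). The breed type difference differed between fetuses and sucklings by -1.53 (limma interaction, adjusted p = 8.87e-05).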

The upregulation of these cholesterogenic genes might be resulted from a negative feedback, because the serum and hepatic cholesterol levels were significantly lower in LWDL sucklings than in LWDM sucklings. Contrarily, cholesterogenic genes, including *HMGCR* that encodes the rate-limiting enzyme of the cholesterol biosynthesis pathway, were upregulated in the fat of LWDM sucklings. 

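The cholesterol genes of Table 5, averaged per array, had a log2 ratio of -2.50 ± 0.32 (SD, n = 5) in LWDL and -2.51 ± 0.34 (SD, n = 6) in LWDM in the fat of sucklings by the labels of the arrays (two-sided exact permutation test, p = 0.957). The fat of fattening pigs had -2.50 ± 0.45 (SD, n = 8) in LWDL and -1.50 ± 0.35 (SD, n = 7) in LWDM (two-sided exact permutation test, p = 0.000466). The list had a median log2 fold change of 0.90 over the arrays behind the S1 Table for sucklings (fry, adjusted p = 0.00665).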

Because cholesterol is a component of the lipid membrane of cells and is required for cell proliferation, we deduce that more adipocyte proliferation is promoted in the fat of LWDM sucklings than of LWDL pigs, whereas more promotion of growth is occurred in LWDL sucklings than in LWDM sucklings. Based on our results, physiological differences (by at least 12 days of age) may be responsible for differences in backfat thickness and adiposity between LWDM and LWDL pigs.

The DEGs in muscle tissues were much less evident between LWDM and LWDL pigs than in fat and liver tissues, particularly because no DEGs were observed in sucklings. This observation suggests that genes regulating muscle tissue might contribute little to backfat thickness. However, we observed relatively many DEGs in LWDL fetuses, and *GHR* was observed to be upregulated in LWDL fetuses. These results indicate there exist differences in muscle growth in the late pregnancy among breeds, which is supported by studies reporting that western commercialized breeds tend to grow more quickly than Meishan pigs [10, 11].

## Conclusions

We demonstrated differences in genome-wide expression profiles in three tissue types (fat, liver, and muscle) between LWDM and LWDL pigs for three different life stages (fetus, suckling, and fattening). This allowed us to identify genetic differences in backfat thickness and adiposity between Meishan and Landrace breeds. The muscle-related genes in fat tissue and in lipid metabolism-related genes in liver tissue were upregulated in LWDM pigs, suggesting that those genes could be heritable candidates responsible for differences in backfat thickness and adiposity. Furthermore, we suggest that large physiological and gene expression differences in the fat and liver between LWDM and LWDL sucklings might help determine the differences in backfat thicknesses between different lines. The genetic information provided in this study will be helpful for developing DNA markers for breeding programs, although it still remains unclear how each DEG is involved in the regulation of those traits (by tissue and age) between genetically different pig lines.

## Supporting information

S1 Fig Gene ontology annotations of the genes on the AGPOA3 microarray platform. Gene ontology annotation categories of biological process, molecular function, and cellular component were analyzed in 16,211 genes with DAVID annotations derived from 43,221 probes on the AGPOA3 microarray platform. The number in horizontal axis shows the number of the gene annotations.
(DOCX) Click here for additional data file.

S1 Table The >2-fold differentially expressed genes in the subcutaneous adipose tissue between LWDL and LWDM pigs suckling (12-days-old) and fattening (5-months-old). (XLSX) Click here for additional data file.

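The S1 Table gives the LWDM to LWDL ratio of 546 probes for sucklings and 161 for fattening pigs. Across these probes, which are not independent replicates, the ratios of sucklings correlated at 0.400 with the differences between arrays labelled 12-day-old, and those of fattening pigs at 0.832 with the differences between arrays labelled 5-month-old. By the labels of the arrays, the called probes with the largest fitted ratios that parted all LWDL from all LWDM sucklings were 1 without a gene symbol, HOXA9 and OSTN. The first was not well above background on any LWDM array and at least 6.67-fold higher in LWDL, and it was not called with the slide as a block. HOXA9 (adjusted p = 0.000107) was well above background on 2 of 5 LWDL arrays and OSTN (adjusted p = 0.000107) on 1. Both were higher in LWDM, but the size of the difference and the order of these 3 are not known. In fattening pigs they included a probe without a gene symbol, with a log2 fold change of 3.88 (adjusted p = 1.12e-07), and TCN1, called higher in LWDM (adjusted p = 0.000516) and well above background on 4 of 8 LWDL arrays, so that its size is not known either. Over the arrays behind the S1 Table HOXA9 was called (adjusted p = 0.0445), and the probe without a symbol in fattening pigs was not called (adjusted p = 0.115).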

S2 Table The >2-fold differentially expressed genes in the liver tissue between LWDL and LWDM pigs for 85-day-old fetus, suckling (12-days-old) and fattening (5-months-old). (XLSX) Click here for additional data file.

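The S2 Table gives the ratio of 326 probes for fetuses, 368 for sucklings and 577 for fattening pigs. The called probes with the largest fitted ratios that parted all LWDL from all LWDM fetuses were those of SLC47A1, GLYAT and IDI1. SLC47A1 was called higher in LWDM over the arrays behind the table (adjusted p = 0.000442) and over all 12 (adjusted p = 0.000959), and so was IDI1 (adjusted p = 0.000777 and 0.00133). Both were well above background on only 2 of 6 LWDL arrays, so that the size of the difference is not known. SLC47A1 was not called with the slide as a block (adjusted p = 0.0632), and another IDI1 probe was not called. The GLYAT probe in the table had a log2 fold change of 2.85 (adjusted p = 0.00244) over the arrays behind it and 1.58 (adjusted p = 0.516) over all 12, and another GLYAT probe was called lower in LWDM. In sucklings they were GLYAT, lower in LWDM (adjusted p = 2.41e-08) with signal well above background on 1 of 6 LWDM arrays, LOC285141, which was not well above background in LWDL and at least 4.23-fold higher in LWDM, and PON3, with 4.76 (adjusted p = 4.94e-05). In fattening pigs they were PAPLN, with 4.64 (adjusted p = 2.16e-14), LOC285141, which was again not well above background in LWDL and at least 1.79-fold higher in LWDM, and NEBL, higher in LWDM (adjusted p = 9.06e-05) with signal well above background on 1 of 8 LWDL arrays. For GLYAT in sucklings, NEBL and LOC285141 the size of the difference, and with it the place among the largest, is not known.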

S3 Table The >2-fold differentially expressed genes in the *longissimus dorsi* muscle tissue between LWDL and LWDM pigs for 85-day-old fetus, suckling (12-day-old) and fattening (5-months-old). (XLSX) Click here for additional data file.

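The S3 Table gives the ratio of 318 probes for fetuses and 370 for fattening pigs. The called probes with the largest fitted ratios that parted all LWDL from all LWDM fetuses were those of TOR3A, 1 without a gene symbol and RPS21. TOR3A was called higher in LWDM (fitted log2 fold change 5.43, adjusted p = 0.00149). It was well above background on 4 of 6 LWDL arrays, so that its size is not known. With the slide as a block TOR3A was not called (adjusted p = 0.339). RPS21 was called higher in LWDM (adjusted p = 6.09e-08) and was well above background on 3. The probe without a symbol was not well above background in LWDL and at least 2-fold higher in LWDM. In fattening pigs they were 2 probes without a gene symbol and AFP. The probes were not well above background in LWDL and were called higher in LWDM, the second at least 24.8-fold. For the first the bound was 51-fold, above its fitted ratio of 41.7-fold, and no size is given. AFP was called higher in LWDM (adjusted p = 1.81e-05) and was well above background on 1 of 8 LWDL arrays. The place of probes not well above background in LWDL among the largest is not known. Nor are the sizes for TOR3A, RPS21, the first probe in fattening pigs and AFP.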

How the deposited data were processed for this re-analysis (not part of the article)

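Gene expression was measured on 102 arrays, each with the Cy3-labeled RNA of 1 animal and the Cy5-labeled RNA of the common control. The groups were LWDL and LWDM pigs in fat (12-day-old and 5-month-old) and in liver and muscle (85-day-old fetus, 12-day-old and 5-month-old), as given by the labels of the samples. The intensity values of each array, per the file headers, are those of Feature Extraction 9.5: median spot and background intensities of both dyes, and processed signals from which the authors' software subtracted the background and which it normalized between the dyes. The log10 values, as deposited, are the log10 ratios of the processed signals of Cy5 over Cy3 that Feature Extraction computed. The authors' series table holds the same log10 ratios turned to Cy3 over Cy5 and rounded, with a largest difference of 0.005, and all 102 of its columns were mapped to samples by their names.

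For the present values, the log10 ratios were turned to log2 of sample over control. Of 44638 spots per array, 1417 control spots were left out, which left 43221 probes. Spots marked by Feature Extraction as non-uniform or as population outliers in either channel were left out of that array, and saturated spots (at most 18 per array in Cy3) were kept. Over the groups of tissue, age and breed type, the median array had between 67.4% and 78.3% of the probes well above background in the Cy3 channel, and its median spot was 2.68 to 4.83 times the background. A probe was tested in a comparison where its Cy3 channel was well above background on every array of at least 1 of the 2 breed types and at least 3 values were present in each. A probe was counted as expressed in a tissue where this held in at least 1 group of that tissue.

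LWDL and LWDM arrays of the same tissue and age were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with no other groups in the fit and no covariate. A probe was called at a difference of over 2-fold with a Benjamini-Hochberg adjusted p under 0.05 over the tested probes. The difference between the breed type effects of 2 ages was tested as an interaction over all arrays of the tissue, and that between fat and liver at 12 days over the arrays of both. Gene lists were copied from Tables 3 to 6 and tested with limma's fry (two-sided), with p values adjusted over all lists and comparisons. Means of probe sets and of marker lists per array were compared with two-sided exact permutation tests. Correlations were taken across probes, which are not independent replicates. Where a gene was well above background in no array of one breed type, a lower bound of its fold was computed from the Cy3 channel after normexp correction, loess and quantile normalization between arrays. There each array of the dim group was set to its own value or to its lowest signal well above background, whichever was higher. The bound and the fitted ratio rest on different normalizations, and 1 of 8 bounds was above the fitted ratio.

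Genes were named by their symbols in the S1 to S3 Tables, which pair 2011 probes with 1526 symbols, and other probes were not named. The genes reported are every gene that the Results or Discussion name for a tissue and age. For each comparison they also include the 3 genes or probes with the largest difference among called probes for which every array of one breed type was above every array of the other. A gene is represented by the probe that the S1 to S3 Tables list for the comparison. Some genes that meet these rules are not reported here. Where the tables list several probes or none, a gene is represented by the probe with the highest mean Cy3 signal, and its other probes are given as counts. Marker lists for tissue identity were written for skeletal muscle (16 of 36 genes with a named probe, 11 of them in the lists of the paper), adipocytes (5 of 18) and immune cells (5 of 16). Further lists, with 1 named probe each, were not tested.

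Numbers of the animals were checked for pairing. Of 68 pairs of arrays of the same breed type and age in different tissues, apart from the muscle of sucklings, 62 had the array with the same number as the nearest, and the numbers were taken to mark the same animal. The interaction of fat and liver was therefore also fitted with the animal as a random block (estimated correlation 0.262). LWDL and LWDM pigs with the same number are different animals.

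The tests were tried on simulated data with the means of these arrays, in which 200 probes were changed by 1.5 on the log2 scale. The variance of each probe was averaged with the square of the median spread, and noise was drawn independently for each probe and array. limma recovered 195 of them among 30636 probes for the fat of sucklings, 199 among 29342 for the liver of sucklings, 198 among 32099 for the liver of fattening pigs, 196 among 29582 for the muscle of fetuses and 132 among 27937 for the muscle of sucklings. Between 1 and 4 unchanged probes were called. The interaction in liver between 12 days and 5 months recovered 189 of 200, with 9 unchanged probes called.

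The alternatives were the methods' test (Student's test with equal variances), normexp background correction (offset 50) with loess, the Cy3 channel alone (scaled to the 75th percentile), centring of each array on its median, no filter on dim probes, a stricter and a tissue-wide filter, marked spots kept, the values of the series table, the slide as a block, the replicate number as a block, and 1 fit over all groups of a tissue. Each animal was also left out in turn at 12 days. Gene lists were also tested with camera and an estimated correlation. The normexp alternative took the median spot intensities in place of mean spot intensities. The slide was a fixed block where a slide held both breed types and a random block otherwise. For each comparison 100 splits of the arrays into groups of the same sizes were drawn, and other tools were Python 3.11.15, numpy 2.4.6, matplotlib 3.10.9, statmod 1.5.0 and data.table 1.17.8. GO and KEGG enrichment and the phenotypes of Table 1 were not analysed here.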

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

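In this part the tests on the 2 arrays out of place, LWDL replicate 2 of the fetal liver and LWDL replicate 2 of the muscle of sucklings, were chosen only after the result was seen.

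In 17 of 120 groups of arrays 1 array lay far from the others by Dixon's criterion, and chance alone gives about 1 in 20. LWDL replicate 6 of the fattening pigs was apart for ME1 in fat (4.08 against 5.59 to 6.93) and in the correlation of its fat array with the other fat arrays of that age (0.934 against 0.965 to 0.984). LWDM replicate 2 of the sucklings was apart for RDH16 in fat (-1.89 against -3.88 to -3.59) and for CYP4F2 (-0.58 against 1.22 to 1.57) and CYP4F3 in liver (-1.36 against 2.92 to 3.36). LWDM replicate 1 of the fetuses was low for CYP4F2 (-3.63 against -1.35 to -0.46) and CYP4F3 (-4.65 against 1.04 to 1.88). Single values apart were those of MVD in the liver of LWDM replicate 4 of the sucklings (-1.80 against -1.60 to -1.51), AMY2B in the muscle of LWDL replicate 4 of the fattening pigs (2.90 against 3.21 to 3.45) and the muscle-high probes in the fat of LWDM replicate 3 of the fattening pigs (0.59 against -0.43 to -0.22). AADAT was apart in the liver of LWDL replicate 5 of the sucklings (1.01) and LWDL replicate 4 of the fattening pigs (0.86), where the log ratio as deposited was 0 for all other LWDL arrays. All these are log2 ratios except the correlation. For these values no technical or biological explanation was tested.

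The fetal liver array of LWDL replicate 2 correlated at 0.242 against 0.97 to 0.982 across probes with the other fetal liver arrays. Its log2 ratios for CYP4F2 (0.26 against -3.86 to -3.59) and CYP4F3 (0.11 against -4.85 to -4.58) were also apart. The SD of its log2 ratios over probes was 0.329, and those of the other LWDL fetuses were 1.03 to 1.07. Its correlation was highest with the mean of the 12-day-old livers, at 0.449, and with the 5-month-old livers it was 0.038, where the lowest of a 5-month-old liver with the others was 0.584. Over 1390 probes far from the control in the other fetal livers, the slope of its ratios on theirs was 0.0123. The lowest slope of another fetal liver was 0.968, and the slopes were 0.377 to 0.452 in 12-day-old and 0.0284 to 0.0977 in 5-month-old livers. The slope argues against RNA of a 12-day-old liver in place of fetal RNA, and the correlation against that of a 5-month-old liver. The Cy3 channel of this array correlated at 0.981 with the mean Cy5 channel. The other fetal livers were between 0.898 and 0.914 and the 5-month-old livers between 0.969 and 0.983. RNA of the control in the sample channel is a candidate explanation. It cannot be told apart from RNA of an adult liver outside these groups, since the control is itself a pool of adult liver. By the score over probes with a breed type difference in other tissues the array lay on the side of LWDL (-0.349). The control came from LWD pigs, which have no Meishan parent, so that this score may not tell an LWDL fetus from the control. A biological difference of this animal was not tested.

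The array of LWDL replicate 2 in the muscle of sucklings correlated at 0.141 against 0.959 to 0.99 across probes with the other arrays of that group. Its Cy3 channel correlated at 0.974 with the mean Cy3 channel of the others, which argues against liver RNA in the sample. Its Cy5 channel correlated at 0.765 with the mean Cy5 channel of the other arrays, where the lowest other array was at 0.978, and at 0.978 with the mean Cy3 channel of the muscle of sucklings. Muscle RNA in the control channel is a candidate explanation. Without this array limma called 0 probes in the muscle of sucklings, with 1077 at an unadjusted p below 0.05, so that the spread it brought in was not alone in keeping the count at 0. Whether that spread played a part cannot be told, since other arrays of the group had breed type scores on the other side. No biological explanation was tested.

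Differences between ages in the breed type effect were found by a limma interaction. In fat between 12 days and 5 months 4185 probes had an adjusted p below 0.05 (2423 more positive at the later age). In liver there were 1169 between fetuses and sucklings (560), 2335 between sucklings and fattening pigs (1196) and 3766 between fetuses and fattening pigs (1926). In muscle there were 729 (330), 1526 (879) and 418 (187), respectively. Between fat and liver at 12 days there were 747. Breed types drawn anew in 100 splits, the real one included, gave as many probes only in the real one (1 of 100) for the interactions in fat, liver, the 2 tissues and muscle between fetuses and fattening pigs. For the 2 in muscle that include sucklings 2 and 2 did, and another split gave 2409 and 2139 probes. This argues against a chance division, less so for these 2, where another split gave more probes than the real one. The interactions in muscle that include sucklings rest on the comparison with an array out of place and with breed type scores on the other side, and those with the fetal liver on the array of LWDL replicate 2. Age and tissue are differences of the design, and a biological difference between them stays open and untested.

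Across tissues and ages, 47 probes had an adjusted p below 0.05 and the same direction in all 7 comparisons apart from the muscle of sucklings (26 higher and 21 lower in LWDM). The tissues came from the same animals, so that the comparisons are not independent. The mean log2 fold change ranged from -3.33 to 3.34, and 7 probes passed both thresholds in all. Those with a gene symbol, named after their values were seen, were SNRPA1 (-3.33), CHM (1.63) and XIST (-1.24). A sequence difference under the probe between Meishan and Landrace alleles may lower a probe in LWDM. With the allele of the dam matched, 1 mismatched allele lowers a probe by at most 2-fold, and 9 of the 21 lower probes lay beyond this. The allele of the dam was not analysed here, so that the sequence difference and a difference in expression cannot be told apart. Of 6 probes with another probe of the same gene, 6 had most of these moving the same way. A heritable difference in expression between the breed types stays open and untested.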

How the results depend on the processing

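All alternatives but the use of the arrays behind the S1 and S2 Tables were set before the data were examined, as were the thresholds and the rule for the named genes, and those arrays were chosen after the values were seen. Of the comparisons of counts, gene lists and markers with an alternative, 332 kept their direction and side of the threshold or stayed within 1.5 times, 40 counts or shares moved further, 12 tests no longer passed, 6 newly passed and 2 reversed. For single genes and further markers these were 1216 unchanged, 52 weaker, 12 stronger and 2 reversed. Where no cause is given below, the cause was not tested.

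Centring each array, keeping marked spots, the values of the series table, the Cy3 channel alone and the tissue-wide filter left the number of called probes within 1.5 times in all 8 comparisons. With normexp and loess the number fell from 450 to 240 and from 942 to 460 in the fat of sucklings and fattening pigs. It fell from 244 to 117, from 500 to 214 and from 704 to 325 in the liver of fetuses, sucklings and fattening pigs. In muscle it fell from 446 to 113 in fetuses and from 427 to 143 in fattening pigs. The share of calls higher in LWDM moved from 54.1% to 67.5% in the fetal liver and from 56.9% to 70.6% in the muscle of fattening pigs. The methods' test called 254 probes in the fat of sucklings. The stricter filter, which tests fewer probes, called 160 in the fetal liver, 289 in the fetal muscle and 251 in the muscle of fattening pigs. With no filter 653 were called in the last of these. A single fit over the tissue called 462 in the fetal liver and 34 in the muscle of sucklings (24 higher in LWDM and 10 in LWDL). Each animal left out in turn gave 304 to 640 calls in the fat and 408 to 550 in the liver of sucklings, and limma gave 0 in their muscle. The arrays behind the S1 and S2 Tables gave 683 and 213 in the fat of sucklings and fattening pigs and 427 in the fetal liver.

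With the slide as a block, which rests on the 2 LWDL and 2 LWDM arrays of the slide that held both (in the fetal liver 1 of these was LWDL replicate 2, the array out of place), the calls fell to 28 in the fat, 92 in the liver of sucklings, 99 in the fetal liver and 64 in the fetal muscle. The share higher in LWDM moved from 46.9% to 78.6% in the fat of sucklings, from 45.8% to 58.7% in their liver and from 44.6% to 56.2% in the fetal muscle. Of 48 genes that the paper reports as different in a comparison, 39 were called here in its direction and 20 with the slide as a block. Fewer arrays then carry the comparison, and a call lost there was not told apart from this loss of arrays. LWDL and LWDM pigs share replicate numbers only as numbers. The deviations of same-numbered arrays correlated between -0.348 and 0.303 across probes, and no comparison had every pair over 0.1. With the replicate number as a block the fetal liver had 158 calls, and 4 of 71 named gene tests lost their call. Among these were G6PC in the liver of sucklings (adjusted p = 0.0577, and 0.00531 to 0.202 over all alternatives) and 1 probe without a symbol in their fat. In the interaction of fat and liver at 12 days, where the numbers mark the same animal, the random block raised the number of probes from 747 to 2354.

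Among 71 named gene tests none changed its call under the methods' test, centring, no filter, the tissue-wide filter, marked spots kept or the values of the series table. Calls were lost by 7 with normexp and loess, 1 in the Cy3 channel alone, 22 with the slide as a block and 9 in a single fit over the tissue, and 2 were gained in the last. With an animal left out, CPT2 in the liver of sucklings fell below 2-fold without LWDL replicate 4 (0.91) and MYL2 in the fat of sucklings gained a call without LWDL replicate 1 (1.84). With the arrays of the S1 Table, chosen after the values were seen, ME1 reversed to 1.21 in sucklings from -0.11 and to -0.10 in fattening pigs from 1.49. Of 16 named gene tests over those arrays and the arrays of the S2 Table, 4 kept their call, 8 gained one, 2 lost one and 2 reversed.

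The interactions of breed type and age in muscle grew in the Cy3 channel alone. They rose from 729 to 1684 probes between fetuses and sucklings, from 1526 to 3359 between sucklings and fattening pigs and from 418 to 1545 between fetuses and fattening pigs (661 with normexp and loess). The interactions in fat and liver stayed within 1.5 times under both alternatives.

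With camera and an estimated correlation between genes, 1 of 88 gene list tests passed, the inflammatory response in liver (adjusted p = 0.0337), where 43 passed with fry. The medians stayed as they were and the adjusted p no longer passed for cholesterol biosynthesis (-2.89, adjusted p = 0.139), PPAR signaling (1.42, 0.0622), icosanoid (1.56, 0.107), fatty acid (1.48, 0.104) and drug and retinol metabolism (-1.76, 0.0543) in liver. The same was true of the Stat5 (-1.48, 0.107) and starch and sucrose (1.07, 0.0936) lists in muscle. In the Cy3 channel alone, with fry, these 7 lists had adjusted p values of at most 0.000718 (cholesterol biosynthetic process, liver). Animals were left out at 12 days only, where cholesterol biosynthesis and PPAR signaling in liver had at most 0.00141 (cholesterol biosynthetic process, liver, without LWDL replicate 1). The lists of suckling fat over the arrays behind the S1 Table, chosen after the values were seen, had 1.92 for muscle filaments (adjusted p = 0.000685) and -1.26 for phosphatidylinositol 3-kinase signaling (1.9e-05), and cholesterol biosynthesis reversed to 1.17 (0.00302). Each animal left out in turn gave 0.46 to 0.73 for muscle filaments and -0.40 to -0.081 for phosphatidylinositol 3-kinase signaling. The first passed without LWDL replicate 1 and without LWDM replicate 4, and the second without LWDL replicate 5. Over all alternatives the adjusted p was 0.000685 to 0.382 for muscle filaments, 1.9e-05 to 0.504 for phosphatidylinositol 3-kinase signaling and 0.00302 to 0.814 for cholesterol biosynthesis in fat.

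The skeletal muscle markers in the fat of sucklings were higher in LWDM by 0.74 (exact permutation test, p = 0.0303). The difference was 2.83 in the Cy3 channel alone (exact permutation p = 0.0887), and 0.57 to 0.96 with each animal left out, where the exact permutation p was over 0.05 without LWDL replicates 4 or 5 or LWDM replicates 2 or 5. The adipocyte markers in the Cy3 channel alone were -0.48 in sucklings (exact permutation p = 0.0281) and reversed to 0.31 in fattening pigs (exact permutation p = 0.00186).

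Of the probes listed in the S1 to S3 Tables, the share called in the listed direction was 5.29% in the fat of sucklings with normexp and loess, 5.75% with the methods' test and 100% over the arrays behind the S1 Table. For fat in fattening pigs it was 20.5% with normexp and loess and 100% over those arrays, and in the fetal liver 31.8% and 100%. The shares of the first 3 were 8.74%, 30.7% and 58.8% by the labels of the arrays. With normexp and loess it was 48.1% and 49.1% in the liver of sucklings and fattening pigs and 31.7% and 37.7% in the muscle of fetuses and fattening pigs, where the log ratios as deposited gave 100% in each.

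Signal over background limits these arrays. For the muscle of LWDM fattening pigs the median spot of the median array was 2.68 times the background. Genes that were not well above background in one breed type have a lower bound only, and 51 of 71 named gene tests were left under the stricter filter.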

Differences from the paper's values

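Of 67 values of the paper that were also computed here, 16 differed, not all of which are given below, counts by over 1.5 times and log2 ratios in direction or by over 1 pooled SD of the arrays, and other values are called within range. The alternatives named below were set before the data were examined, except the use of the arrays behind the S1 and S2 Tables, which was chosen after the values were seen.

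In the fat of sucklings the paper gives 342 probes higher in LWDM and 403 higher in LWDL, where 211 and 239 were found here. The first was within range with the Cy3 channel alone, a single fit over the tissue and without LWDL replicate 5, and the second under these and without LWDL replicate 4. The other alternatives of 23 were not within range. For fat in fattening pigs the paper gives 107 and 107, where 540 and 402 were found. None of 12 alternatives was within range for the first, and for the second only normexp and loess was. In the fetal liver the paper gives 221 and 213, where 132 and 112 were found. The Cy3 channel alone, the tissue-wide filter and a single fit over the tissue were within range for the first and a single fit over the tissue for the second, and the others of 12 were not. Counts over the arrays behind the S1 and S2 Tables, chosen after the values were seen, were 342 and 341 in the fat of sucklings, 108 and 105 in that of fattening pigs and 209 and 218 in the fetal liver, all within range.

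Expressed probes number 19942 in fat, 17011 in liver and 19222 in muscle by the paper's count, and 32112, 33091 and 32101 here. With signal required on every array of the tissue the counts of fat and muscle were within 1.5 times and that of liver was not. With signal on at least 1 array, or with marked spots kept, none was.

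For single genes in the fat of sucklings, the paper's log2 ratio in the S1 Table and the one found here were 1.40 (the paper's) and 0.20 for ACTG1, -1.12 (the paper's) and -0.057 for FGF2, and 1.78 (the paper's) and 0.58 for RDH16. None of 23 alternatives was within range for these. For MYL2 they were 2.51 (the paper's) and 1.44, within range with normexp and loess and without LWDL replicate 1. AGT had -1.39 (the paper's) and -0.40, and PDGFRA -1.02 (the paper's) and -0.0048, both within range without LWDL replicate 5 and under no other alternative. The arrays behind the S1 Table, chosen after the values were seen, gave the paper's ratio for ACTG1, FGF2, RDH16 and AGT, and MYL2 and PDGFRA were not tested there.

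The paper reports that ME1 was not differentially expressed in fat. By the labels of the arrays it was called in fattening pigs (log2 fold change 1.49, adjusted p = 0.0104). Under the other alternatives set before, its adjusted p in fattening pigs was 0.0089 to 0.0277. The arrays behind the S1 Table, chosen after the values were seen, gave a call for sucklings (adjusted p = 0.0353) and none for fattening pigs. Muscle-related terms are reported as not detected in the fat of fattening LWDM pigs, where the muscle list was shifted here by a median of 1.61 (fry, adjusted p = 0.000449). Its genes were chosen on the S1 ratios of sucklings, which came from 11 arrays labelled 5-month-old. The shift is thus not independent evidence. The paper looked for terms among called genes, which is another test. Over the arrays behind the S1 Table for fattening pigs, chosen after the values were seen, the list did not pass (median 0.99, fry, adjusted p = 0.131). Cholesterol genes are reported as higher in the fat of LWDM sucklings, where the list was not shifted by the labels of the arrays (adjusted p = 0.55) and was over the arrays behind the S1 Table, chosen after the values were seen.

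Of the comparisons with calls, the paper has the fewest in the fat of fattening pigs, where the most were found by the labels of the arrays (942). By the arrays of the S1 and S2 Tables, chosen after the values were seen, it was again the comparison with the fewest (213). The paper reports fewer genes in muscle than in fat or liver. In fetuses muscle had 446 calls and liver 244 (427 over the arrays behind the S2 Table, chosen after the values were seen). Muscle had fewer than liver there with normexp and loess (113 and 117), with the slide as a block (64 and 99) and in a single fit over the tissue (311 and 462). In sucklings and in fattening pigs muscle had the fewest calls by the labels.

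CYP4F2 and CYP4F3 are reported as higher in LWDM at all ages. In the fetal liver they were not called over all arrays (adjusted p = 0.239 and 0.0685). They were called in a single fit over the tissue (0.0289 and 0.00128) and over the arrays behind the S2 Table, chosen after the values were seen (log2 fold change 2.44 and 5.08, adjusted p = 0.0062 and 0.00702). The S2 Table lists 1.32 (the paper's) for this CYP4F2 probe, which these arrays did not give. Over all alternatives set before, the adjusted p was 0.0289 to 0.688 and 0.00128 to 0.251. AADAT is reported as higher in LWDM at all ages and was not tested in fetuses, where it was called with no filter on dim probes (adjusted p = 0.00131) and with the tissue-wide filter (adjusted p = 0.000774). The fetal values came from another probe of the gene than those of the later ages. MYL2 is listed as higher in the fat of LWDM sucklings and was not called (adjusted p = 0.0601), and it was called without LWDL replicate 1 (adjusted p = 0.0103) and under no other alternative (0.0103 to 0.717 over all). ACTG1 and RDH16, listed as higher, and AGT, FGF2 and PDGFRA, listed as lower, were not called in that comparison under any alternative set before. All but PDGFRA were called over the arrays behind the S1 Table, chosen after the values were seen.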

Other observations

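The tests of the breed type labels in the muscle of sucklings, of the arrays behind the S1 Table and the age labels in fat, of muscle tissue in the fat of fattening pigs, of adipocytes and dim signal in fat and of Cy3 signal in the Cy5 channel were chosen only after the result was seen.

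The numbers of called probes were set against 100 splits of the same arrays into groups of the same sizes, the real one included. For fat and liver at every age and for the muscle of fetuses and fattening pigs only the real split gave as many calls (1 of 100 in each of 7 comparisons), which argues against a chance division. The most calls in another split were 94 and 133 in the fat of sucklings and fattening pigs and 393 in liver and 248 in muscle. With the muscle of sucklings, where limma called 0 probes (793 at an unadjusted p below 0.05), all 100 did. For the gene lists 1 of 100 did, with at most 2 lists in another split. The lists were chosen by the breed type difference in these same arrays, which favoured the real split in advance. Their result is therefore no evidence against a chance division. A difference between slides, scans or hybridizations would also be seen in the Cy5 channel, which held the same control RNA. The same limma fit on that channel called 1 and 4 probes in the fat of sucklings and fattening pigs, 1, 0 and 0 in the liver of fetuses, sucklings and fattening pigs, and 1 and 5 in the muscle of fetuses and fattening pigs. These are far fewer than the calls in the log ratios and argue against such a batch as their whole cause. Without the fold threshold the Cy5 channel had 5 and 107 probes in fat, 5, 0 and 0 in liver and 31 and 110 in muscle at an adjusted p below 0.05, so that a small difference between slides is not excluded. The muscle of sucklings had in both cases 0, and nothing can be told there.

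Among the muscle arrays of sucklings, the breed type labels of some arrays may be exchanged. A score over 73 probes, chosen for a breed type difference in fat and liver, put 7 of 11 arrays on the side of the other breed type, 3 LWDL and 4 LWDM. The scores of LWDL replicates 1 to 5 were -0.345, -0.174, 0.366, 0.341 and 0.358, and those of LWDM replicates 1 to 6 were 0.39, 0.341, -0.371, -0.3, -0.305 and -0.302, where LWDM lies above 0. The same score, over probes chosen in other tissues, put 0 of 91 arrays of the other comparisons on the other side. The nearest array in another tissue had the same number in 62 of 68 pairs outside this group, and in 1 of 22 pairs with it. The arrays were not regrouped by this score. The smallest absolute score was 0.174 here and 0.171 in the other comparisons, which argues against a lack of breed type differences at these probes. No other biological explanation was tested.

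The ratios of the S1 Table were unlike those of the arrays labelled with the same age. For sucklings they were differences of group means over 11 arrays labelled 5-month-old, and for fattening pigs over 11 arrays labelled 12-day-old and 4 labelled 5-month-old. The latter mix breed type with age, since the ages were not evenly shared between LWDL and LWDM. A score over 3740 probes that change with age in liver and muscle put 0 of 26 fat arrays on the side of the other age. Those labelled 12-day-old were between -1.13 and -0.235, and those labelled 5-month-old between 0.164 and 0.561. This argues against exchanged age labels of the arrays. A candidate explanation is that arrays of the other age entered the groups behind the S1 Table. No biological explanation was tested.

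Muscle genes had a higher mean in the fat of LWDM sucklings, with a wide spread between animals. Over 50 muscle-high probes, chosen on the 5-month-old arrays, the shift was 2.01 on the log2 scale (exact permutation test, p = 0.102), the mean of single arrays ranged from 0.71 to 5.98, and 49 of the probes were higher in LWDM. The fat-high probes shifted by -0.16 (exact permutation test, p = 0.483) and the liver-high probes by 0.27 (exact permutation test, p = 0.0281). The muscle-high less the liver-high probes of each array differed by 1.74 (exact permutation test, p = 0.147), which is within the spread between arrays. With 1 animal left out the difference ranged from 1.32 without LWDL replicate 5 (exact permutation test, p = 0.319) to 2.49 without LWDL replicate 1 (p = 0.0381). The p was below 0.05 only in the last of these. A lower share of adipocytes in LWDM and dim signal or dye normalization thus stay open, since the spread is too wide to exclude them. In fattening pigs the muscle-high probes shifted by 0.42 (exact permutation test, p = 0.000155) and the fat-high probes by 0.022. The muscle-high less the liver-high probes differed by 0.27 (exact permutation test, p = 0.0413). With 1 animal left out the difference ranged from 0.18 without LWDM replicate 3 (exact permutation test, p = 0.0926) to 0.35 without LWDM replicate 1 (p = 0.004). The test thus passed or failed with the animal left out, so that a lower share of adipocytes stays open there too. Skeletal muscle tissue in some of the fat samples is a candidate explanation at both ages, and expression of muscle genes by fat tissue itself stays open and untested. The muscle filament list shifted less in the log ratio (0.53) than in the Cy3 channel (2.42) of sucklings. Its mean Cy3 and mean Cy5 signal correlated at 0.986 over the 11 arrays, although the Cy5 RNA was the same. A part of the Cy3 signal may thus have been read in the Cy5 channel for bright muscle genes.

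The marker lists were compared per array, with adjustment over 20 tests. By exact permutation tests the difference of the skeletal muscle list (LWDM minus LWDL, log2) was 0.74 (p = 0.0303, adjusted 0.0673) in the fat of sucklings, 1.28 (p = 0.00699, adjusted 0.0233) in that of fattening pigs, 0.13 (p = 0.143, adjusted 0.22), 1.44 (p = 0.00216, adjusted 0.0144) and 0.63 (p = 0.000155, adjusted 0.0031) in the liver of fetuses, sucklings and fattening pigs, and 0.080 (p = 0.208, adjusted 0.277), 1.07 (p = 0.448, adjusted 0.472) and 0.17 (p = 0.0159, adjusted 0.0454) in their muscle. Without LWDL replicate 2, the array out of place, the value in the muscle of sucklings was -0.087 (exact permutation p = 0.681) by the same test. In liver it rested on 3 or 4 genes. No explanation of these differences was tested outside fat. By exact permutation tests the adipocyte list had -0.11 (p = 0.353, adjusted 0.392) and -0.095 (p = 0.332, adjusted 0.392) in the fat of sucklings and fattening pigs and 0.037 (p = 0.747, adjusted 0.747), 0.55 (p = 0.117, adjusted 0.195) and 0.22 (p = 0.0772, adjusted 0.14) in the muscle of fetuses, sucklings and fattening pigs (0.10 (exact permutation p = 0.405) for sucklings without LWDL replicate 2). The immune cell list, also by exact permutation tests, had -0.70 (p = 0.0281, adjusted 0.0673) and 0.33 (p = 0.188, adjusted 0.269) in fat, -1.25 (p = 0.00649, adjusted 0.0233), -0.91 (p = 0.00216, adjusted 0.0144) and -0.49 (p = 0.00544, adjusted 0.0233) in the liver of the 3 ages and 0.39 (p = 0.344, adjusted 0.392) and -0.55 (p = 0.034, adjusted 0.068) in the muscle of sucklings and fattening pigs.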
